# Retinol dehydrogenase 10 reduction mediated retinol metabolism disorder promotes diabetic cardiomyopathy in male mice

**DOI:** 10.1038/s41467-023-36837-x

**Published:** 2023-03-02

**Authors:** Yandi Wu, Tongsheng Huang, Xinghui Li, Conghui Shen, Honglin Ren, Haiping Wang, Teng Wu, Xinlu Fu, Shijie Deng, Ziqi Feng, Shijie Xiong, Hui Li, Saifei Gao, Zhenyu Yang, Fei Gao, Lele Dong, Jianding Cheng, Weibin Cai

**Keywords:** Heart failure, Cardiomyopathies, Enzymes

## Abstract

Diabetic cardiomyopathy is a primary myocardial injury induced by diabetes with complex pathogenesis. In this study, we identify disordered cardiac retinol metabolism in type 2 diabetic male mice and patients characterized by retinol overload, all-trans retinoic acid deficiency. By supplementing type 2 diabetic male mice with retinol or all-trans retinoic acid, we demonstrate that both cardiac retinol overload and all-trans retinoic acid deficiency promote diabetic cardiomyopathy. Mechanistically, by constructing cardiomyocyte-specific conditional retinol dehydrogenase 10-knockout male mice and overexpressing retinol dehydrogenase 10 in male type 2 diabetic mice via adeno-associated virus, we verify that the reduction in cardiac retinol dehydrogenase 10 is the initiating factor for cardiac retinol metabolism disorder and results in diabetic cardiomyopathy through lipotoxicity and ferroptosis. Therefore, we suggest that the reduction of cardiac retinol dehydrogenase 10 and its mediated disorder of cardiac retinol metabolism is a new mechanism underlying diabetic cardiomyopathy.

## Abstract (web summary)

The current challenges for diabetic cardiomyopathy (DCM) are unclear mechanisms and no effective therapy in clinics. Here, the authors found that the decrease of cardiac retinol dehydrogenase 10 in type 2 diabetes leads to retinol metabolism disorder, cardiac lipid toxicity and cardiomyopathy development, suggesting that correcting the imbalance of cardiac retinol metabolism may be an effective strategy for the treatment of DCM.

## Introduction

Diabetes mellitus (DM) is an independent risk factor for cardiovascular diseases^1^ and can independently induce structural and functional disruptions in the heart, leading to diabetic cardiomyopathy (DCM)^1^. With the application of new therapies, most complications of DM have been effectively controlled, and the life expectancy of DM patients has been extended, while hidden myocardial injury, which causes 50–80% of deaths, has become the leading cause of death in DM patients^2–4^. Mechanistic studies are key to improving the prevention and treatment of DCM. DCM has complex pathogenesis in which lipotoxicity and myocardial cell death should not be underestimated^5,6^.

Retinol (vitamin A, Rol) and all-trans retinoic acid (atRA) are metabolites of retinol metabolism that have been shown to have altered levels in diseases^7,8^. The study demonstrated that retinoic acid receptors (RARs) were reduced in the hearts of diabetic rats and activating these receptors by atRA or other activators prevented myocardial injury^9^; however, it remains unknown whether cardiac retinol metabolite levels are altered and whether these alterations are involved in DCM.

In retinol metabolism, Rol, the metabolic substrate, undergoes a two-step dehydrogenation reaction to generate the active metabolite atRA, which then primarily binds and activates RARs (ligand-induced transcription factors) to exert biological effects^10^. Retinol dehydrogenase 10 (RDH10) is the rate-limiting enzyme in retinol metabolism that has an important role in the conversion of Rol to atRA and affects organ development during embryonic development^11,12^, but the role of RDH10 in retinol metabolism and disease in adulthood, particularly in the heart, remains poorly understood.

In this study, we demonstrated that in type 2 diabetes mellitus (T2DM), impaired cardiac retinol metabolism caused by cardiac RDH10 reduction results in DCM through Rol overload-induced cardiotoxicity and atRA deficiency-induced lipotoxicity and ferroptosis.

## Results

### Retinol metabolism disorder in the hearts of mice and patients with T2DM

Our preliminary study showed that the *db/db* mouse is not only a T2DM model but also a good DCM model with a typical pattern of heart function changes from a compensatory stage to a decompensatory stage^6^. 

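RNA from the hearts of db/db mice, a mouse model of type 2 diabetes, and of db/m mice was sequenced from strand-specific libraries prepared after rRNA was depleted. The authors deposited 1 table with 8 libraries, 1 for each genotype at 4, 12, 24 and 32 weeks of age. The paper's text does not describe the libraries of 12 weeks, and it does not say how many hearts went into a library. Its Methods set aside a group of db/db mice for RNA-seq that is larger than the number of db/db libraries, without stating how their hearts were divided among libraries, so whether a library holds 1 heart or a pool is not known. For each of 34745 genes the table gives the number of reads the authors counted, without normalization, and an FPKM value that equals the count divided by gene length and library total, up to a factor. The paper's text does not name the aligner, the counting tool, the genome build or the test for DEGs. Gene positions in the table were those of GRCm38: of 34344 gene identifiers found in its GENCODE vM21 annotation, 34323 overlapped the same gene there. Total counts in the db/m libraries of 4, 12, 24 and 32 weeks were 14445436, 20732753, 22214678 and 20133497. In the db/db libraries they were 21836468, 25906503, 26676268 and 19246305. A gene at or under 3 counts was not told from 0. These 3 counts were between 0.1125 and 0.2077 CPM (counts scaled to the library total) in the 8 libraries, and this floor covers counting error alone. Counts were normalized with the TMM factors of edgeR over the 8 libraries, and the 2 libraries of an age were compared by the steps of the exact test of edgeR with the dispersion set to 0, over the genes with at least 10 counts in the 2 libraries together. DEGs had a q-value under 0.001, the threshold of Fig. 1a, and a fold change of at least 1.5. With 1 library per genotype and age, such a comparison is between 2 libraries and not between genotypes, and no difference at a single age has a replicate check. Without TMM factors, on total counts only, the median log2 fold change of all genes shifted from 0.02 to -0.18 at 4 weeks and from -0.01 to 0.14 at 32 weeks.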

We selected *db/db* mice at 4, 24, and 32 weeks of age and performed RNA-seq analysis of their hearts. The selected mice were identified as prehyperglycemic, hyperglycemic with compensated heart function, and hyperglycemic with decompensated heart function (Supplementary Fig. 1).

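At 4 weeks, 2081 of 16559 genes were DEGs between the db/db and the db/m library, 1051 higher and 1030 lower in db/db. The numbers at 24 weeks were 2538 of 16608 genes, 1318 higher and 1220 lower, and at 32 weeks 2191 of 16445 genes, 1121 higher and 1070 lower. Scaling by total counts only gave 503 higher and 1735 lower at 4 weeks, and 1654 higher and 732 lower at 32 weeks. As a ratio, the alternative that moved the totals most was an assumed biological coefficient of variation of 0.4 between libraries, with which 39, 37 and 11 genes were DEGs at 4, 24 and 32 weeks. At a coefficient of 0.1 there were 741, 1120 and 930, and with fold change alone, without a test, 4406, 4925 and 4563. Between 2 libraries of the same genotype and different ages, the same comparison gave from 551 to 2845 DEGs over 12 pairs, with a median of 1977.5, against a median of 2136 over the 4 pairs of different genotype and equal age. In simulated pairs of libraries that differed by a coefficient of variation of 0.2 beyond counting, 1924 of 16664 unchanged genes were DEGs. With 0.1 the number was 110 of 16676, and with 0.4 it was 5919 of 16611. Marker genes of other tissues also differed within pairs. Myl7, a gene of atrial muscle chosen after its values were seen, had 0 counts in db/m and 392 in db/db at 4 weeks, 0 and 662 at 24 weeks, and 552 and 26 at 32 weeks.

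**Figure D1:**
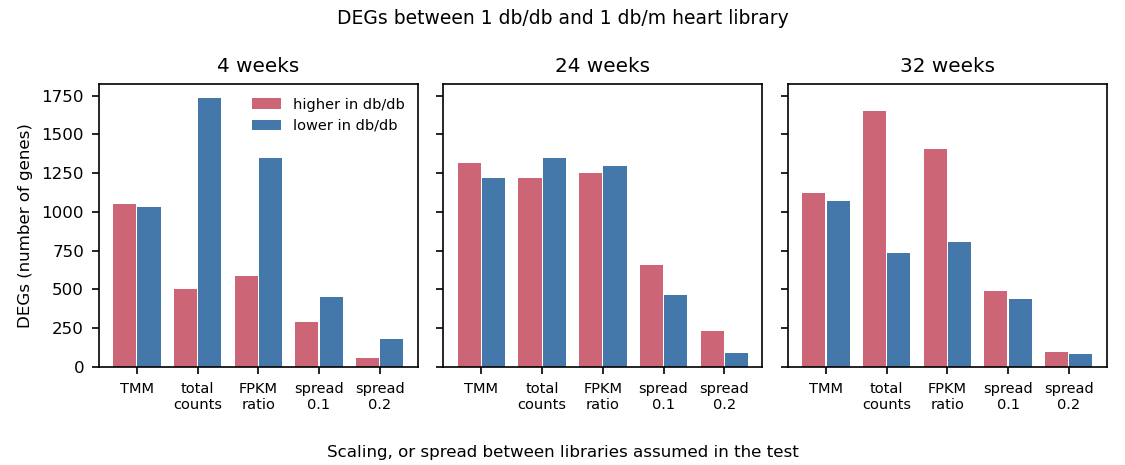
Number of DEGs (vertical axis) higher or lower in the db/db library at 4, 24 and 32 weeks. The horizontal axis gives TMM scaling, total counts, the FPKM ratio and 2 assumed coefficients of variation. The FPKM ratio replaced only the fold change, and its test kept the TMM factors. With TMM scaling the bars at 4 weeks stand at 1051 and 1030, and with total counts only at 503 and 1735.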

There were 1695, 2584, and 2147 differentially expressed genes (DEGs, fold change ≥1.5) identified in the hearts of *db/db* mice at 4, 24, and 32 weeks of age, respectively, of which 643, 1293, and 1153 were upregulated while 1052, 1291 and 994 were downregulated (Fig. 1a). 

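The DEGs of 4, 24 and 32 weeks had 260 genes in common, where 39.7 would be in all 3 lists if the lists were independent. Of these 260 genes, 52 were higher and 35 lower in db/db at all 3 ages, and 173 changed in both directions. The share with a single direction was 33.5%, against 25.9% for independent directions with the same shares. In the libraries of 12 weeks, 98 of the 260 were also DEGs. Of the shared DEGs, 110 were among the 4927 genes with a KEGG pathway in the deposited table that could have been DEGs at all 3 ages. One-sided Fisher's exact tests over 285 pathways, with Benjamini-Hochberg adjustment, gave 0 pathways with an adjusted p under 0.001, and 23 with an unadjusted p under 0.05. The pathway with the smallest p was Phagosome (mmu04145), with 12 shared DEGs where 2.84 would fall by chance (adjusted p = 4.8e-03, Fisher's exact test). Metabolic pathways (mmu01100) held 15 shared DEGs, the largest number of any pathway, where 21.8 would fall by chance, a ratio of 0.69. When DEGs were taken by fold change alone, 996 genes were shared and 2 pathways passed. Retinol metabolism (mmu00830) held 3 shared DEGs, Cyp26b1, Cyp1a1 and Adh1 (the last named after its values were seen), where 0.40 would fall by chance (adjusted p = 0.246, Fisher's exact test).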

A total of 215 DEGs were changed in all 3 groups (Fig. 1b) and were significantly enriched (*p* < 0.001, *q* < 0.001) in 14 pathways classified by Kyoto Encyclopedia of Genes and Genomes (KEGG), with metabolic pathways (mmu01100) containing the most genes (Fig. 1c). Gene ontology (GO) classification of the DEGs in metabolic pathways was then performed and found that most of these DEGs were significantly enriched (*p* < 0.001, *q* < 0.001) in the response to vitamin A (GO:0033189), retinoic acid metabolic process (GO:0042573) and retinol metabolic process (GO:0042572) (Fig. 1d).

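Of the 15 shared DEGs in metabolic pathways, 3 belonged to the retinoic acid metabolic process (Cyp26b1, Cyp1a1 and Adh1), 1 to the response to vitamin A (Cyp1a1) and 1 to the retinol metabolic process (Adh1). Among the 975 genes of metabolic pathways that could have been DEGs at all 3 ages, 0 of 1609 GO terms had an adjusted p under 0.001 and 51 had an unadjusted p under 0.05 (one-sided Fisher's exact tests). Tests of GO terms within metabolic pathways were chosen after the data were seen. For the retinoic acid metabolic process, 0.12 genes would fall by chance (adjusted p = 0.1002, Fisher's exact test). The regulation of hormone levels and the hormone metabolic process had the same adjusted p, the smallest of these tests. Against all 13197 annotated genes as background, an alternative also chosen after the data were seen, 2 terms passed, the monocarboxylic acid metabolic process with 7 genes and the retinoic acid metabolic process with 3 (both adjusted p = 5.3e-04, Fisher's exact test). The 15 genes were taken from metabolic pathways, so this background favours metabolic terms by selection. The log2 fold changes of Adh1 (ENSMUSG00000074207) were -0.67, 0.68 and 1.04 at 4, 24 and 32 weeks, and those of Cyp1a1 and Cyp26b1 also differed between ages. The number of reads on Cyp1a1 at 4 weeks was 0 in db/m and 44 in db/db.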

**Fig. 1:**
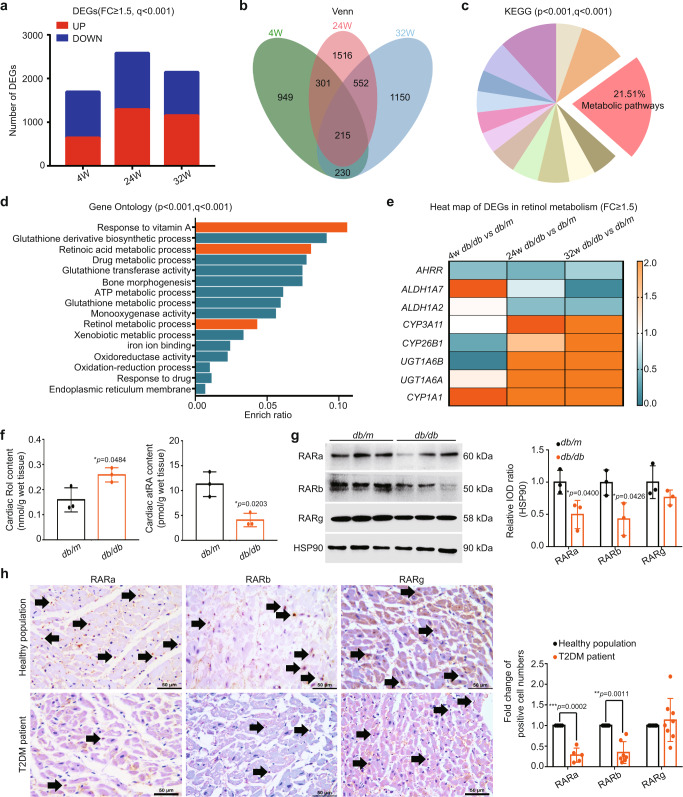
Altered cardiac retinol metabolism in type 2 diabetes mellitus (T2DM) (n means biologically independent animals). **a** Summary of differentially expressed genes (DEGs). **b** Venn diagram of DEGs. **c** Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of DEGs. **d** Gene ontology (GO) terms analysis of DEGs in metabolic pathways. **e** Heat map of DEGs in retinol metabolism pathway. **f** Cardiac retinol (Rol) and all-trans retinoic acid (atRA) levels in *db/db* mice, *n* = 3, * *vs db/m*. **g** Western blotting (WB) of cardiac (retinoic acid receptors) RARs, *n* = 3, * *vs db/m*. **h** Cardiac Immunohistochemistry (IHC) staining of T2DM patients, *n* (retinoic acid receptor a, RARa) = 5 (T2DM patient and healthy population), *n* (retinoic acid receptor b, RARb) = 7 (T2DM patient and healthy population) and *n* (retinoic acid receptor g, RARg) = 8 (T2DM patient and healthy population), * *vs* healthy population. Data are expressed as means ± SD. Two-tailed unpaired *t*-test was used for the analysis of statistical significance. Source data are provided as a Source Data file. (Black arrows: Typical IHC stained positive cells).

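Of the 88 genes that the deposited table assigns to retinol metabolism, 22, 23 and 25 had at least 10 counts in the 2 libraries of 4, 24 and 32 weeks, and 6, 10 and 7 of these were DEGs, where 3.36, 3.83 and 3.91 would fall by chance. Over 285 pathways tested at each age, this gave adjusted p = 0.393, 0.0331 and 0.324 (one-sided Fisher's exact tests). Their median log2 fold change was 0.08 at 4 weeks, -0.18 at 24 weeks and 0.14 at 32 weeks. Among 10000 random lists of the same size matched on mean expression, these medians stood at percentiles 77.1, 9.95 and 83.2. On total counts only, the median at 4 weeks was -0.11, at percentile 77.4. A median does not show changes that go in opposite directions within a list. The median of the genes of Fig. 1e stood at percentiles 85.0, 99.84 and 99.95, but these genes were chosen by the paper from the same libraries, so that such percentiles follow in part from the choice. In the libraries of 12 weeks, which the paper did not use, the median of this list was -0.33, at percentile 10.9. It rests on the 5 of the 8 genes that had enough counts there. Of these, Cyp26b1 and Cyp3a11 were higher in db/db, and Aldh1a2, Ahrr and Cyp1a1 were lower. The paper describes Cyp26b1 and Cyp3a11 as rising and Aldh1a2 as falling, so the sign of this median does not test its description. The median of all genes assigned to retinol metabolism went the other way at 12 weeks, with 0.15 at percentile 94.2. Single genes are given below with the standard error that counting alone gives.
Aldh1a2 (ENSMUSG00000013584, chromosome 9, 71215789 to 71296243) had 23 counts in db/m and 36 in db/db at 4 weeks, 84 and 49 at 24 weeks, and 79 and 35 at 32 weeks. Its log2 fold change was 0.24 (standard error 0.38) at 4 weeks and -1.26 (0.29) at 32 weeks, and at 24 weeks its fold change was 0.499. Aldh1a7 (ENSMUSG00000024747, chromosome 19) had 0 and 11 counts at 4 weeks, 1 and 1 at 24 weeks, and 9 and 1 at 32 weeks. It was at least 2.78-fold higher in db/db at 4 weeks and at least 3.18-fold lower at 32 weeks, and it was a DEG at none of the ages. Of the 31-base stretches of its transcripts, 13.8% also occur in transcripts of Aldh1a1, so its reads are uncertain.
Cyp26b1 (ENSMUSG00000063415, chromosome 6, 84571414 to 84593908) was a DEG at all 3 ages, with log2 fold changes of -1.41 (0.13), 0.72 (0.11) and 2.04 (0.17). Its normalized CPM values in db/m were 22.9, 11.9 and 4.83, and in db/db 8.60, 19.5 and 19.9. Cyp3a11 (ENSMUSG00000056035, chromosome 5) had no counts at 4 weeks, 0 and 15 at 24 weeks, and 1 and 17 at 32 weeks, at least 4.27-fold and 5.34-fold higher in db/db. In the same libraries albumin (Alb), a gene of liver chosen after its values were seen, had 0 and 382 counts at 24 weeks and 18 and 382 at 32 weeks. Ugt1a6b and Ugt1a6a lie in 1 cluster on chromosome 1, and 83.9% of the 31-base stretches of Ugt1a6b also occur in Ugt1a6a, so the split of reads between them is uncertain. The counts of Ugt1a6b were 39 and 4, 2 and 8, and 2 and 7 in db/m and db/db at 4, 24 and 32 weeks, and those of Ugt1a6a were 17 and 29, 2 and 21, and 5 and 18. Ugt1a6a was at least 5.98-fold higher in db/db at 24 weeks and 3.34-fold higher at 32 weeks. Of 2 further genes in the heat map, Cyp1a1 was at least 11.1-fold higher in db/db at 4 weeks, with log2 fold changes of 3.65 and 1.68 at 24 and 32 weeks, and Ahrr was lower at each age, with log2 fold changes of -0.85, -1.30 and -0.88.

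**Figure D2:**
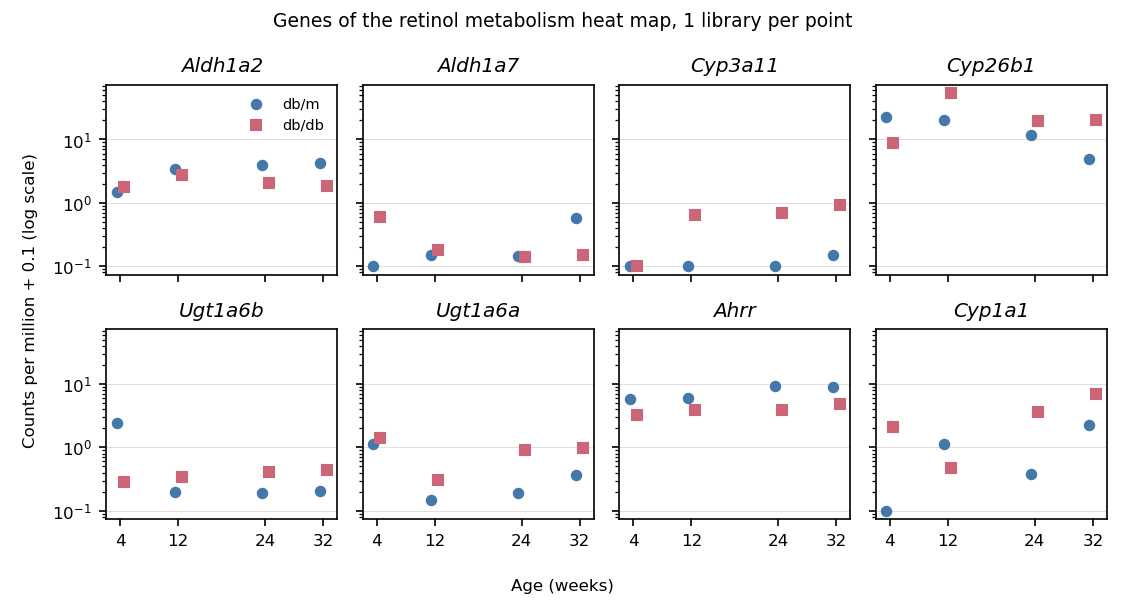
Normalized CPM plus 0.1 on a log scale (vertical axis) against age in weeks (horizontal axis) for the 8 genes of Fig. 1e, with 1 point per library, circles for db/m and squares for db/db. For Cyp26b1 the db/db library lies under the db/m library at 4 weeks, at 8.60 against 22.9, and above it at 32 weeks, at 19.9 against 4.83.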

Further analysis of DEGs in retinol metabolism (mmu00830) showed that retinoic acid synthesis-related genes, *ALDH1A2*^13^ and *ALDH1A7*^14,15^, were gradually downregulated, while retinoic acid degradation-related genes, *CYP3A11*^16^, *CYP26B1*^13,17^, *UGT1A6B*^18^ and *UGT1A6A*^18,19^, were gradually upregulated (Fig. 1e). More importantly, we found a nearly 1-fold increase in Rol, a halving of atRA, and significant decreases in retinoic acid receptor α (RARa) and retinoic acid receptor β (RARb) in the hearts of 32-week-old *db/db* mice (Fig. 1f and g), indicating a retinol metabolism disorder characterized by Rol overload, atRA deficiency, and RARs reduction was present in the hearts of T2DM mice. The reduction of RARa and RARb was also found in the hearts of T2DM patients, suggesting the presence of cardiac retinol metabolism disorder in T2DM patients (Fig. 1h).

### Rol aggravated cardiac Rol overload and exacerbated myocardial injury by promoting myocardial fibrosis and apoptosis in T2DM mice

To demonstrate the role of Rol overload in DCM, we supplemented *db/db* mice with Rol. We defined an experimental baseline and started Rol supplementation at 8 weeks of age when *db/db* mice developed stable hyperglycemia and measured body weight, blood glucose, and heart function over the following period until week 24 after baseline, when Rol-supplemented *db/db* mice developed heart failure manifested by a significant decrease in left ventricular ejection fraction (LVEF) and left ventricular fractional shortening (LVFS) (Fig. 2a–c). Cardiac Rol and atRA levels and cardiac structural remodeling were also measured at week 24 and the results showed that in *db/db* mice, Rol significantly increased cardiac Rol but not atRA (Fig. 2d) or retinyl ester levels (Supplementary Fig. 2) and exacerbated cardiac structural remodeling including myocardial fibrosis, apoptosis, myofibrillar fragmentation and increased mitochondria in cardiomyocytes (Fig. 2e–g). Additionally, we found that Rol reduced hyperglycemia, hyperinsulinemia, insulin resistance, and to some extent dyslipidemia in *db/db* mice (Fig. 2h–l), suggesting that the effects of Rol on myocardial injury in *db/db* mice were not by exacerbating diabetes. At the same time, considering the increase in cardiac Rol levels, we suggest that it is the overload of cardiac Rol that promotes myocardial injury in T2DM mice.

**Fig. 2:**
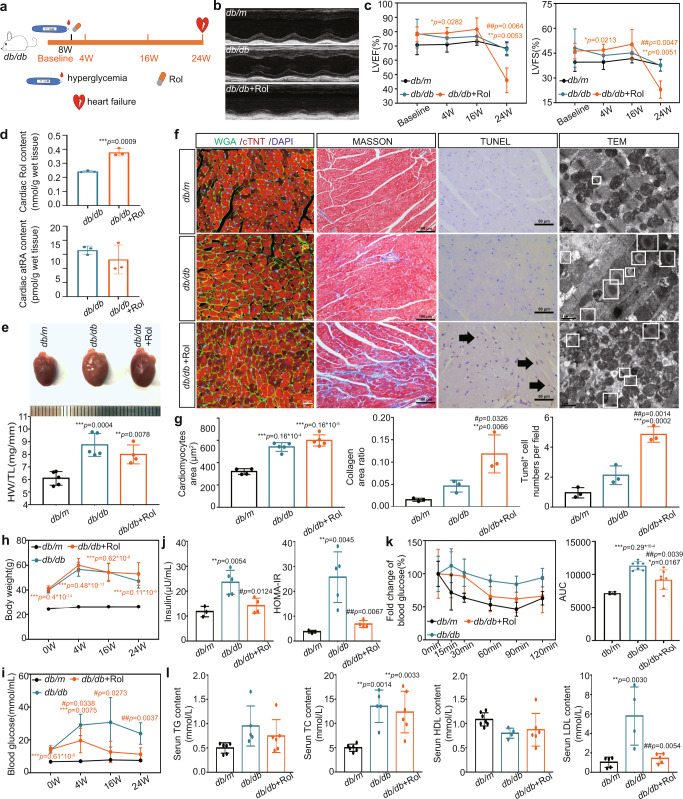
Cardiac retinol metabolic status, structure, and function as well as serum insulin and lipids in T2DM mice supplemented with Rol (*n* means biologically independent animals). **a** Schematic diagram of Rol supplementary. **b** Echocardiography. **c** left ventricular ejection fraction (LVEF) and left ventricular fractional shortening (LVFS), *n* (baseline) = 5 (*db/m*), 6 (*db/db*) and 7 (*db/db* + Rol); *n* (4w) = 5 (*db/m*), 5 (*db/db*) and 5 (*db/db* + Rol); *n* (16w) = 5 (*db/m*), 6 (*db/db*) and 5 (*db/db* + Rol); *n* (24w) = 3 (*db/m*), 3 (*db/db*) and 5 (*db/db* + Rol); * *db/db* + Rol *vs db/m*; # *db/db* + Rol *vs db/db*. **d** Levels of cardiac Rol and atRA, *n* = 3, * *vs db/m*. **e** Heart image and heart/tibia ratio of *db/db* mice with Rol, *n* = 5 (*db/m*), 5 (*db/db*) and 4 (*db/db* + Rol), * *vs db/m*. **f** Cardiac Wheat germ agglutinin (WGA), Masson, Terminal deoxynucleotidyl transferase-mediated dUTP nick end labeling (TUNEL), and Transmission electron microscopy (TEM) staining. **g** Analysis of f, *n* (cardiomyocytes area) = 4 (*db/m*), 5 (*db/db*) and 5 (*db/db* + Rol), *n* (collagen area and Tunel^+^ cell) = 3, * *vs db/m*; # *vs db/db*. **h** Body weight, *n* (baseline) = 10 (*db/m*), 10 (*db/db*) and 10 (*db/db* + Rol); *n* (4w) = 10 (*db/m*), 8 (*db/db*) and 9 (*db/db* + Rol); *n* (16w) = 10 (*db/m*), 8 (*db/db*) and 6 (*db/db* + Rol); *n* (24w) = 10 (*db/m*), 4 (*db/db*) and 6 (*db/db* + Rol); * *vs db/m*. **i** Blood glucose, *n* (baseline)=5 (*db/m*), 10 (*db/db*) and 10 (*db/db* + Rol); *n* (4w) = 5 (*db/m*), 6 (*db/db*) and 7 (*db/db* + Rol); *n* (16w) = 5 (*db/m*), 6 (*db/db*) and 5 (*db/db* + Rol); *n* (24w) = 5 (*db/m*), 5 (*db/db*) and 4 (*db/db* + Rol); * vs *db/m*; # *vs db/db*. **j** Serum insulin and homeostasis model assessment of the insulin resistance index (HOMA-IR), *n* = 3 (*db/m*), 5 (*db/db*) and 4 (*db/db* + Rol); * *vs db/m*; # *vs db/db*. **k** Insulin tolerance test (ITT), *n* = 4 (*db/m*), 7 (*db/db*) and 7 (*db/db* + Rol); * *vs db/m*; # *vs db/db*. **l** Serum lipids, *n* (triglyceride, triacylglycerol, triacylglyceride, TG and total cholesterol, TC) = 6 (*db/m*), 5 (*db/db*) and 6 (*db/db* + Rol), n (high density liptein cholesterol, HDL) = 7 (*db/m*), 4 (*db/db*) and 6 (*db/db* + Rol), *n* (low-density lipoprotein, LDL) = 5 (*db/m*), 4 (*db/db*) and 5 (*db/db* + Rol); * *vs db/m*; # *vs db/db*. Data are expressed as means ± SD. Two-tailed unpaired *t*-test was used for the analysis of statistical significance in d while one-way ANOVA with Tukey post hoc test was used for the analysis of statistical significance in c, e, g h, j, k and l. Source data are provided as a Source Data file. (Black arrows: Typical Tunel stained positive cells; white boxes: lipid droplets).

### atRA restored cardiac atRA levels and alleviated myocardial injury in T2DM mice

To demonstrate the role of atRA deficiency in DCM, we supplemented atRA with *db/db* mice. We defined the experimental baseline and started atRA supplementation in *db/db* mice at 8 weeks of age and measured body weight, blood glucose, and heart function over the following period until week 28 after baseline when *db/db* mice without atRA supplementation developed heart failure (Fig. 3a–c). Cardiac atRA levels and structural remodeling were also measured at week 28 after baseline and the results showed that in *db/db* mice, atRA supplementation restored cardiac atRA levels (Fig. 3d) and attenuated cardiac structural remodeling including myocardial hypertrophy, myocardial fibrosis, apoptosis, lipid deposition and increased mitochondria in cardiomyocytes (Fig. 3e–g). Additionally, atRA reduced hyperinsulinemia, insulin resistance, and to some extent dyslipidemia in *db/db* mice (Fig. 3h–l).

**Fig. 3:**
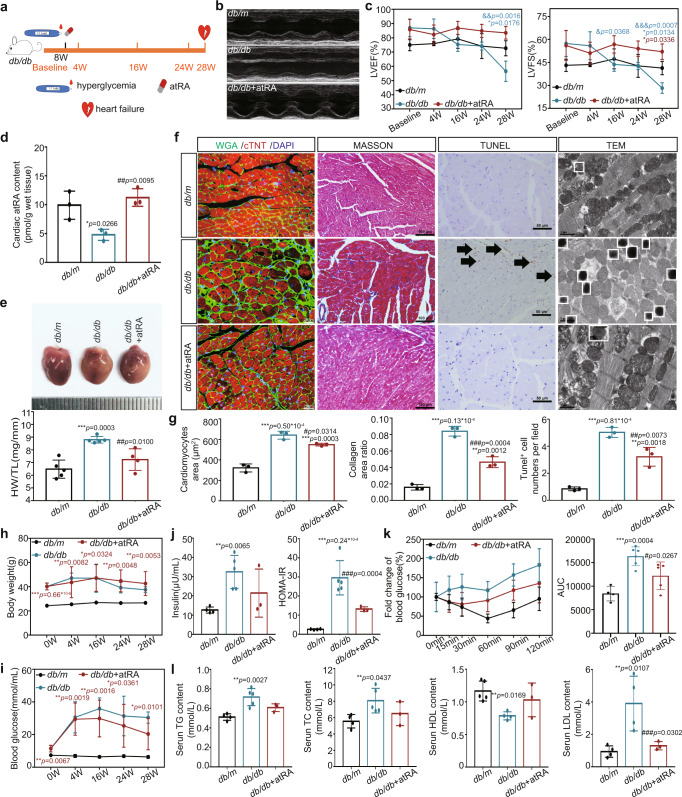
Cardiac retinol metabolic status, structure, and function as well as serum insulin and lipids in T2DM mice supplemented with atRA (*n* means biologically independent animals). **a** Schematic diagram of atRA supplementary. **b** Echocardiography. **c** LVEF and LVFS, *n* (baseline) = 3 (*db/m*), 3 (*db/db*) and 5 (*db/db* + atRA); *n* (4w) = 3 (*db/m*), 3 (*db/db*) and 5 (*db/db* + atRA); *n* (16w) = 3 (*db/m*), 4 (*db/db*) and 3 (*db/db* + atRA); *n* (24w) = 5 (*db/m*), 3 (*db/db*) and 3 (*db/db* + atRA); *n* (28w) = 4 (*db/m*), 3 (*db/db*) and 3 (*db/db* + atRA); * *vs db/m*; # *vs db/db*. **d** Levels of cardiac atRA, *n* = 3, * *vs db/m*; # *vs db/db*. **e** Heart image and heart/tibia ratio, *n* = 5 (*db/m* and *db/db*) and 4 (*db/db* + atRA), * *vs db/m*, # *vs db/db*. **f** Cardiac WGA, Masson, Tunel, and TEM staining. **g** Analysis of f, *n* = 3, * *vs db/m*; # *vs db/db*. **h** Body weight, *n* (baseline) = 5 (*db/m*), 5 (*db/db*) and 5 (*db/db* + atRA); *n* (4w) = 5 (*db/m*), 5 (*db/db*) and 5 (*db/db* + atRA); *n* (16w) = 4 (*db/m*), 5 (*db/db*) and 4 (*db/db* + atRA); *n* (24w) = 4 (*db/m*), 4 (*db/db*) and 3 (*db/db* + atRA); *n* (28w) = 4 (*db/m*), 3 (*db/db*) and 3 (*db/db* + atRA); * *vs db/m*. **i** Blood glucose, *n* (baseline) = 5 (*db/m*), 5 (*db/db*) and 5 (*db/db* + atRA); *n* (4w) = 5 (*db/m*), 6 (*db/db*) and 5 (*db/db* + atRA); *n* (16w) = 5 (*db/m*), 4 (*db/db*) and 4 (*db/db* + atRA); *n* (24w) = 5 (*db/m*), 4 (*db/db*) and 5 (*db/db* + atRA); *n* (28w) = 5 (*db/m*), 4 (*db/db*) and 4 (*db/db* + atRA); * *vs db/m*. **j** Serum insulin and HOMA-IR, *n* = 4(*db/m*), 5 (*db/db*) and 3 (*db/db* + atRA), * *vs db/m*; # *vs db/db*. **k** ITT, *n* = 4 (*db/m*), 6 (*db/db*) and 5 (*db/db* + atRA),* *vs db/m*; # *vs db/db*. **l** Serum lipids, *n* (TG and TC) = 4 (*db/m*), 5 (*db/db*) and 3 (*db/db* + atRA), *n* (HDL and LDL) = 5 (*db/m*), 4 (*db/db*) and 3 (*db/db* + atRA), * *vs db/m*, # *vs db/db*. Data are expressed as means ± SD. One-way ANOVA with Tukey post hoc test was used for the analysis of statistical significance. Source data are provided as a Source Data file. (Black arrows: Typical Tunel stained positive cells; white boxes: lipid droplets).

These results suggest that atRA prevented myocardial injury by restoring cardiac atRA levels and improving systemic metabolic disorder in T2DM mice.

### RDH10 expression was reduced in the hearts of mice and patients with T2DM

The levels of cardiac Rol and atRA in untreated and Rol-supplemented *db/db* mice (Fig. 1f and Fig. 2d) suggested that the conversion of Rol to atRA is disrupted in the heart in T2DM. Therefore, we measured the expression of cardiac RDH10, a rate-limiting enzyme in retinol metabolism that plays an important role in converting Rol to atRA, and found that as heart function shifted from compensated to decompensated, cardiac RDH10 expression increased and then decreased in *db/db* mice (Supplementary Fig. 3a, b and d) while we found a significant decrease in the activity of RDHs in the myocardium of *db/db* mice (Supplementary Fig. 3c)A severe reduction in cardiac RDH10 was also found in T2DM patients (Supplementary Fig. 3d). These results suggest that RDH10 may be closely associated with disturbed cardiac retinol metabolism and its resulting DCM in T2DM.

### The loss of cardiac RDH10 led to disordered cardiac retinol metabolism and severe myocardial injury in mice

To further confirm the relationship between RDH10, cardiac retinol metabolism, and myocardial injury, we bred mice with cardiomyocyte-specific RDH10 deletion. Global RDH10 knockout is embryonically lethal^11^ and causes abnormal development in several organs, including the heart^20^. To exclude possible effects of abnormal heart development and to investigate the relationship between RDH10, retinol metabolism, and myocardial injury in adult heart more specifically, we used the myh6 system to generate cardiomyocyte-specific conditional RDH10-knockout (RDH10-cKO) mice by tamoxifen (TMX) treatment at 5 weeks of age to induce iCre protein specifically in cardiomyocytes (Fig. 4a) and verified the RDH10 deletion in cardiomyocytes of these mice after 4 weeks (Supplementary Fig. 4b and c). Our further results showed that at week 15 after TMX treatment, RDH10-cKO mice exhibited a halving of cardiac atRA (Fig. 4b), heart failure (Fig. 4c and d), and severe cardiac structural remodeling including myocardial hypertrophy, myocardial fibrosis, apoptosis, lipid deposition and increased mitochondria in cardiomyocytes (Fig. 4e–g).

**Fig. 4:**
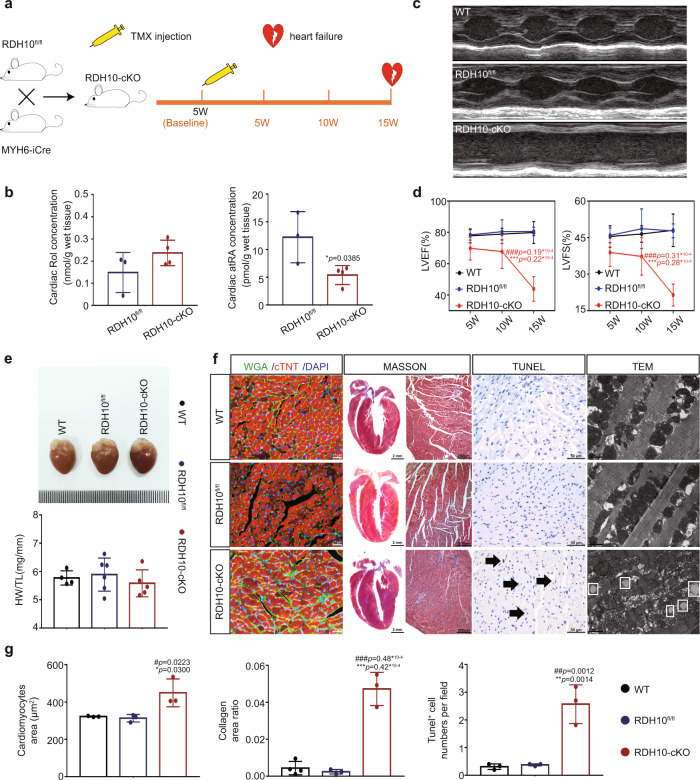
Cardiac retinol metabolic status, structure, and function in cardiomyocyte-specific conditional Retinol Dehydrogenase 10-knockout (RDH10-cKO) mice (n means biologically independent animals). **a** Schematic diagram of the construction of RDH10-cKO mice. **b** Cardiac Rol and atRA levels, *n* = 3 (RDH10^fl/fl^) and 4 (RDH10-cKO), * *vs* RDH10^fl/fl^. **c** Echocardiography. **d** LVEF and LVFS, *n* (5w) = 5 (WT), 4 (RDH10^fl/fl^), 5 (RDH10-cKO); *n* (10w) = 5 (WT), 3 (RDH10^fl/fl^), 7 (RDH10-cKO); *n* (15w) = 4 (WT), 4 (RDH10^fl/fl^), 5 (RDH10-cKO); * *vs* WT; # *vs* RDH10^fl/fl^. **e** Heart image and heart/tibia ratio of RDH10-cKO mice, *n* = 4 (WT), 6 (RDH10^fl/fl^) and 5 (RDH10-cKO). **f** Cardiac WGA, Masson, Tunel and TEM staining of RDH10-cKO mice. **g** Analysis of f, *n* = 3, * *vs* WT; # *vs* RDH10^fl/fl^. Data are expressed as means ± SD. Two-tailed unpaired *t*-test was used for the analysis of statistical significance in (**b**) while one-way ANOVA with Tukey post hoc test was used for the analysis of statistical significance in (**d**), (**e**) and (**g**). Source data are provided as a Source Data file. (Black arrows: Typical Tunel stained positive cells; white boxes: lipid droplets).

These results suggest that the absence of cardiac RDH10 and its resultant cardiac retinol disorder manifested mainly as atRA deficiency can independently induce myocardial injury.

### RDH10 overexpression ameliorated cardiac retinol metabolism disorder and myocardial injury in T2DM mice

To further validate the role of RDH10 and cardiac retinol metabolism in DCM, we overexpressed RDH10 in the hearts of *db/db* mice via adeno-associated virus 9 (AAV9)-RDH10 injection at week 8 after experimental baseline (Fig. 5a) and verified that the expression of cardiac RDH10 of these mice restored to a level comparable to that of *db/m* mice after 5 weeks (Supplementary Fig. 5a and b). At 28 weeks of hyperglycemia in *db/db* mice, AAV9-RDH10 alleviated cardiac retinol metabolism disorder (Fig. 5b), prevented heart failure (Fig. 5c and d), attenuated myocardial injury including myocardial hypertrophy, fibrosis, apoptosis, and increases in lipid deposition and mitochondria in the cardiomyocytes (Fig. 5e–g).

**Fig. 5:**
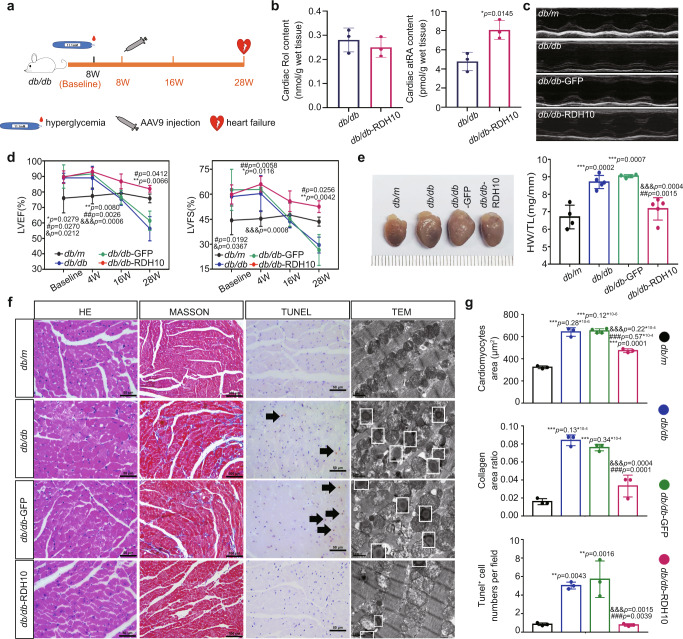
Cardiac retinol metabolic status, structure, and function in T2DM mice injected with via adeno-associated virus 9 (AAV9)-RDH10 (n means biologically independent animals). **a** Schematic diagram of AAV9-RDH10 injection. **b** Cardiac Rol and atRA levels, *n* = 3, * *vs db/db*. **c** Echocardiography. **d** LVEF and LVFS, *n* (baseline) = 5 (*db/m*), 5 (*db/db*), 4 (*db/db*-GFP) and 5 (*db/db*-RDH10); *n* (4w) = 5 (*db/m*), 5 (*db/db*), 4 (*db/db*-GFP) and 5 (*db/db*-RDH10); *n* (16w) = 3 (*db/m*), 5 (*db/db*), 4 (*db/db*-GFP) and 3 (*db/db*-RDH10); *n* (28w) = 3 (*db/m*), 3 (*db/db*), 3 (*db/db*-GFP) and 3 (*db/db*-RDH10); * *vs db/db*; # *vs db/db*-GFP; & *vs db/db*-RDH10. **e** Heart image and heart/tibia ratio, *n* = 4 (*db/m* and *db/db*-GFP) and 5(*db/db* and *db/db*-RDH10), * *vs db/m*; # *vs db/db*; & *vs db/db*-GFP. **f** Cardiac WGA, Masson, Tunel, and TEM staining. **g** Analysis of f, *n* = 3, * *vs db/m*; # *vs db/db*; & *vs db/db*-GFP. Data are expressed as means ± SD. Two-tailed unpaired *t*-test was used for the analysis of statistical significance in (**b**) while one-way ANOVA with Tukey post hoc test was used for the analysis of statistical significance in (**d**), (**e**) and (**g**). Source data are provided as a Source Data file. (White arrows: Typical Tunel stained positive cells; white boxes: lipid droplets).

These results suggest that RDH10 reduction and cardiac retinol metabolism disorder is the major cause of DCM in T2DM.

### Reduction in RDH10 promoted lipid deposition and free fatty acids (FFAs) uptake mediated by cardiac atRA deficiency in the hearts of T2DM mice

In DM, cardiomyocytes that do not store lipids accumulate large amounts of lipids, which is a process called myocardial steatosis and is a hallmark of cardiac lipotoxicity and DCM^21,22^. Cardiac lipid deposition in DCM is closely associated with excessive cardiac uptake of FFAs^23^, which is mainly mediated by Fatty acid translocase (FAT/CD36)^24,25^.

In the observation of the ultrastructure of cardiomyocytes, we noticed that altered retinol metabolism status and RDH10 expression were associated with lipid deposition (Fig. 2f, Fig. 3f, Fig. 4f, and Fig. 5f), suggesting a possible link between RDH10, disturbed retinol metabolism and myocardial lipotoxicity in DCM. We performed oil red O staining and cardiac triacylglyceride (TG) levels measurement and found that RDH10 deletion increased myocardial lipid deposition and TG levels whereas AAV9-RDH10 reduced myocardial lipid deposition and TG levels in *db/db* mice (Fig. 6a, b, e, and f), atRA but not Rol reduced myocardial lipid deposition and TG levels in *db/db* mice (Fig. 6c, d, and f), suggesting RDH10 reduction and its leading retinol metabolism disorder promotes lipotoxicity via atRA deficiency in the heart in T2DM. We verified this conclusion again by measuring lipid deposition in Neonatal mouse primary cardiomyocytes (NMPCs), which showed that the silent RDH10-induced increase in lipid deposition could be attenuated by atRA but not Rol when exposed to 200 mmol/L palmitic acid (PA) and that AGN193109 acted as an inhibitor of RARs to prevent the effect of atRA (Fig. 6g). CD36 is a key factor in the abnormal uptake of cardiac FFAs in DCM and has been found to be suppressed by synthetic retinoic acid in atherosclerosis^26^. We found in NMPCs that RDH10 deletion increased both mRNA and protein levels of CD36 by decreasing atRA (Fig. 6h), whereas the increase in cardiac CD36 in *db/db* mice could be restored by supplementing atRA (Fig. 6i), suggesting that in the heart in T2DM, the decrease in RDH10 and its resulting retinol metabolism disorder promotes FFAs uptake. We further performed a cardiac FFAs uptake capacity assay, which showed that cardiac RDH10 deficiency in mice increases cardiac FFAs uptake, while atRA mitigated the increased cardiac FFAs uptake in *db/db* mice (Fig. 6j).

**Fig. 6:**
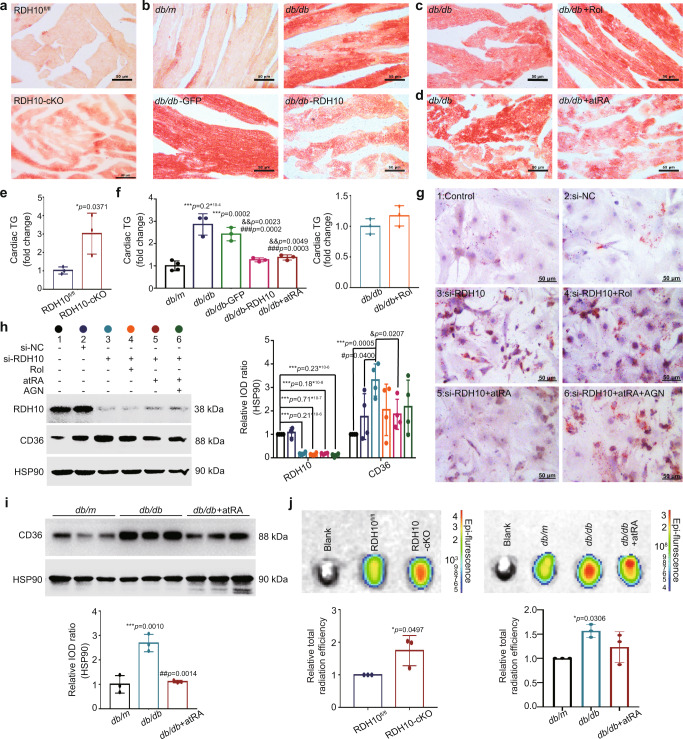
RDH10 reduction-induced retinol metabolism disorder promoted cardiac lipotoxicity via atRA deficiency-mediated increases in lipid accumulation and FFAs uptake in T2DM mice (*n* means biologically independent animals in e, f, i, and j while n means independent experiments in h). **a** Cardiac oil red O staining of RDH10-cKO mice. **b** Cardiac oil red O staining of *db/db* mice with AAV9-RDH10. **c** Cardiac oil red O staining of *db/db* mice with Rol. **d** Cardiac oil red O staining of *db/db* mice with atRA. **e** Cardiac TG levels of RDH10-cKO mice, *n* = 3, * *vs* RDH10^fl/fl^. **f** Cardiac TG levels of *db/db* mice with AAV9-RDH10, atRA, or Rol, *n* = 4 (*db/m*) and 3 (*db/db*, *db/db*-GFP, *db/db*-RDH10 and *db/db* + atRA), * *vs db/m*; # *vs db/db*; & *vs db/db*-GFP. **g** Oil red O staining of Neonatal mouse primary cardiomyocytes (NMPCs). **h** WB of CD36 in NMPCs, *n* = 4, * *vs* 1; # *vs* 2; & *vs* 3. **i** WB of cardiac CD36, *n* = 3, * *vs db/m*; # *vs db/db*. **j** Cardiac FFAs uptake capacity detection of RDH10-cKO mice and *db/db* mice with atRA, *n* = 3, * vs RDH10^fl/fl^ (RDH10-cKO) or *db/m* (*db/db*). Data are expressed as means ± SD. Two-tailed unpaired *t*-test was used for the analysis of statistical significance in (**e**), (**f**) (right) and (**j**) (left) while one-way ANOVA with Tukey post hoc test was used for the analysis of statistical significance in (**f**) (left), (**h**), (**I**) and (**j**) (right). Source data are provided as a Source Data file.

These results suggest that a decrease in cardiac RDH10 increases cardiac lipid deposition and FFAs uptake by reducing cardiac atRA levels, thereby promoting myocardial lipotoxicity in T2DM.

### Ferroptosis is involved in myocardial injury in T2DM

Ferroptosis was identified in 2012 as a form of cell death that relies on iron-catalyzed lipid peroxidation^27^. Recently, Wang Xiang et al. and Ni Tingjuan et al. found that ferroptosis is an important mechanism of diabetic cardiomyopathy in different T2DM mouse models, respectively^28,29^. In our RNA-seq data, we also found that in the hearts of *db/db* mice, ferroptosis-promoting genes *HMOX1*, *MAP2LCB*, *ACSL1*, *TRF*, *CP*, *NCOA4*, *SLC39A8*, and *ALOX15* were gradually upregulated whereas ferroptosis-inhibiting gene *SLC7A11* was gradually downregulated (Supplementary Fig. 7a), along with increased levels of 4-Hydroxynonenal (4-HNE), malondialdehyde (MDA) iron, and non-heme iron (indicators of iron atrophy) (Supplementary Fig. 7b-e), further confirmed the presence of ferroptosis in the heart of T2DM mice. In addition, we also confirmed increased iron and 4-HNE levels in the hearts of T2DM patients (Supplementary Fig. 6f and g), demonstrating that ferroptosis also occurs in the hearts of T2DM patients.

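The deposited table has no gene in the KEGG pathway of ferroptosis and no gene named MAP2LCB, in whose place Map1lc3b is given here. Of the 11 genes in the heat map, 10 had at least 10 counts in the 2 libraries of each of 4, 24 and 32 weeks. Their median log2 fold change was -0.26, 0.42 and 0.52 at these ages, at percentiles 1.39, 99.4 and 99.9 of random lists drawn in the same way as for retinol metabolism. The paper chose these genes from the same libraries, so the percentiles of these 3 ages follow in part from the choice. In the libraries of 12 weeks the median was -0.08, at percentile 13.6.
Hmox1, Trf and Cp had log2 fold changes that rose over 4, 24 and 32 weeks. Those of Hmox1 were -1.26 (counting standard error 0.11), -0.06 (0.11) and 0.63 (0.12), those of Trf were 0.04 (0.08), 0.52 (0.07) and 0.72 (0.07), and those of Cp were -0.30 (0.04), 0.48 (0.03) and 0.52 (0.03). On total counts only, Trf at 4 weeks had -0.16. Map1lc3b had -1.19, -1.21 and 0.69, with 1.14 in the libraries of 12 weeks. Acsl1 was highest at 4 weeks, with 0.73, 0.17 and 0.29. Ncoa4 had -2.26, 0.35 and 0.29, from 243 counts in db/m and 67 in db/db at 4 weeks. Because 96.7% of the 31-base stretches of Gm6768, a gene chosen after its counts were seen, also occur in Ncoa4, the reads of Ncoa4 are uncertain, and the counts of both genes together gave -0.36, 0.28 and -0.14 at 4, 24 and 32 weeks. Slc39a8 had -0.23 (0.49) at 4 weeks and 0.52 (0.37) at 32 weeks, and at 24 weeks 17 and 46 counts, a 2.30-fold difference, and in none of these comparisons was it a DEG. Alox15 had at most 3 counts in every library, so that no difference was detectable at this depth. Slc7a11 had 7 and 7 counts in db/m and db/db at 4 weeks, 3 and 12 at 24 weeks, and 11 and 4 at 32 weeks, and was a DEG at none of these ages. Gss had -0.19, -0.26 and -0.50, and Tfrc had 1.34, 2.41 and 0.98.
In the edgeR quasi-likelihood fit of the genotype effect over all 4 ages with age as a block, Tfrc had a log2 fold change of 1.48 (standard error 0.24), higher in db/db at 4 of 4 ages (adjusted p = 0.213 over all genes tested, 4.6e-03 over the 9 genes of the list that were tested). The genotype effect on Hmox1 rose by 0.62 per 10 weeks (standard error 0.11, adjusted p = 0.267 over all genes and 0.0135 over the list, edgeR quasi-likelihood test) and that on Cp by 0.35 per 10 weeks (standard error 0.08, adjusted p = 0.328 and 0.0320 in the same test). The list holds the paper's own choice of genes from these libraries, so an adjustment over it alone shows no stability.

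**Figure D3:**
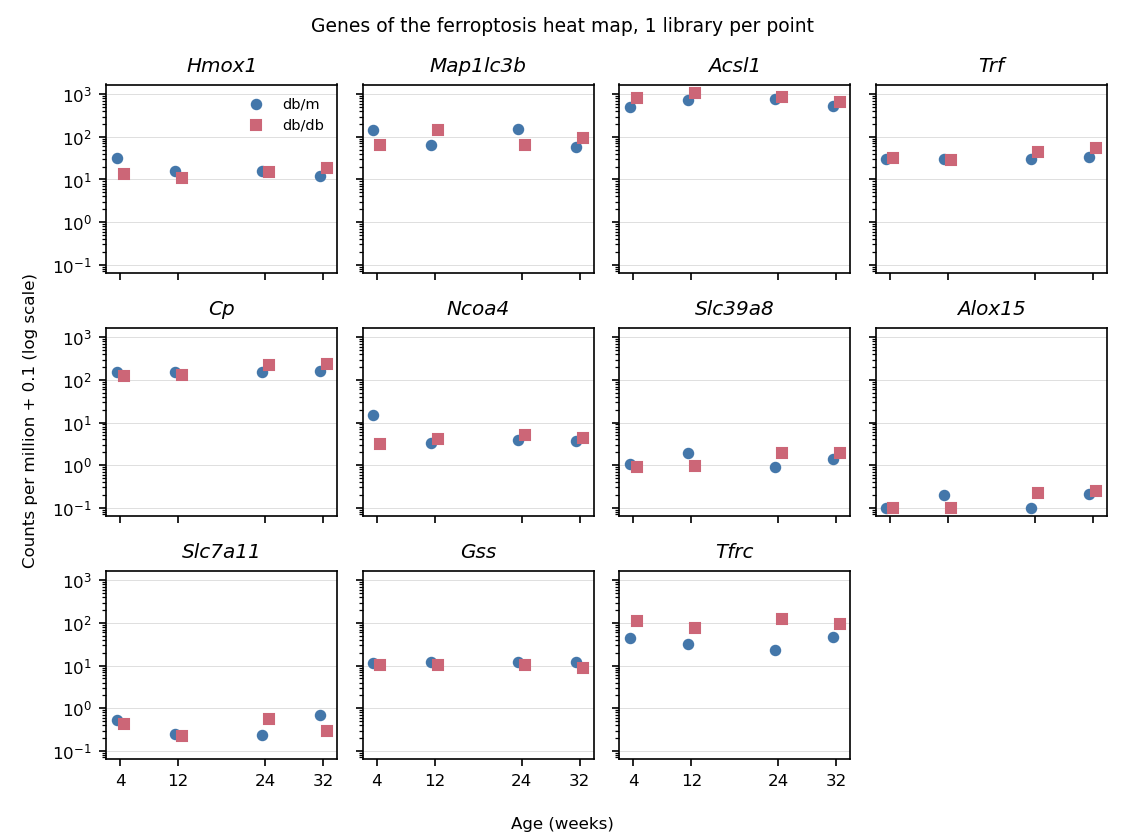
Normalized CPM plus 0.1 on a log scale (vertical axis) against age in weeks (horizontal axis) for the 11 genes of the ferroptosis heat map, with 1 point per library, circles for db/m and squares for db/db. For Tfrc the db/db library lies above the db/m library at each age, at 94.3 against 47.9 at 32 weeks.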

### Reduction in RDH10 promoted ferroptosis mediated by suppression of glutathione peroxidase 4 (GPX4), ferroptosis suppressor protein 1 (FSP1) and ferroportin 1 (FPN1) in the hearts of T2DM mice

The study has demonstrated that atRA prevented iron overload-induced liver injury^30^, suggesting a link between retinol metabolism and ferroptosis. We measured the levels of cardiac 4-HNE, MDA, iron, and non-heme iron in RDH10-cKO mice and found increased 4-HNE and MDA levels (Fig. 7a–d), which only provided evidence of lipid peroxidation rather than ferroptosis; thus, we further treated RDH10-cKO mice with the ferroptosis inhibitor ferrostatin-1 (Fer-1) to confirm the presence of ferroptosis and found that Fer-1 rescued heart failure and inhibited cardiac 4-HNE accumulation in RDH10-cKO mice (Fig. 7e–h), which suggested that ferroptosis, mainly caused by lipid peroxidation, is involved in myocardial injury in RDH10-cKO mice. To further investigate the molecules that mediate cardiac retinol metabolism disorder leading to ferroptosis, we validated molecules that have been shown to regulate ferroptosis through the regulation of lipid peroxidation, GPX4, FSP1, DHODH, and SLC7A11^31–34^. Our results showed cardiac RDH10 deficiency reduced cardiac GPX4 and FSP1 (Fig. 7i) but not DHODH and SLC7A11 (Supplementary Fig. 7) in RDH10-cKO mice, while in NMPCs, atRA but not Rol reversed silent RDH10-induced GPX4 and FSP1 reduction, which were blocked by AGN193109 (Fig. 7j and k), suggesting that cardiac retinol metabolism disorder-induced atRA deficiency can lead to cardiac ferroptosis by reducing GPX4 and FSP1-mediated increases in lipid peroxidation. Further, we measured the levels of GPX4, FSP1, 4-HNE, and MDA in *db/db* mice with RDH10-AAV9 virus and atRA supplementation and found that reversal of RDH10 and atRA restored GPX4 and FSP1 expression and significantly reduced lipid peroxidation in the hearts of *db/db* mice (Fig. 7l and m), suggesting retinol metabolism disorder-induced atRA deficiency leads to ferroptosis mediated by GPX4 and FSP1 reduction in the heart in T2DM.

**Fig. 7:**
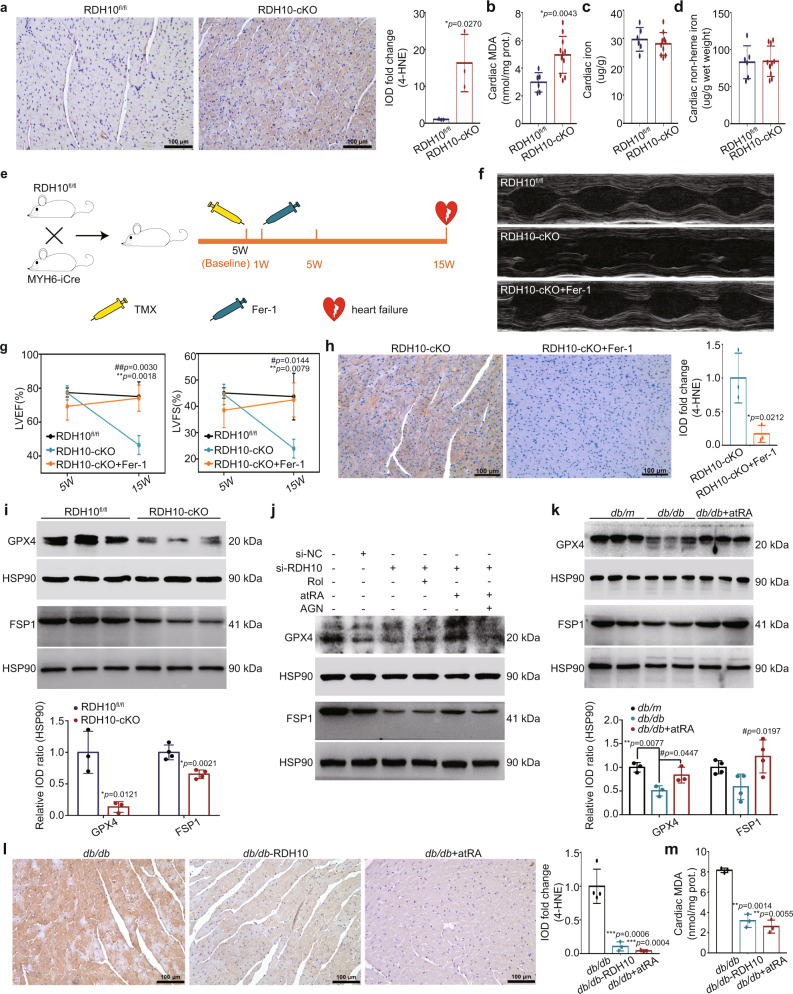
RDH10 reduction-induced retinol metabolism disorder promoted ferroptosis via atRA deficiency-mediated glutathione peroxidase 4 (GPX4) reduction in the heart in T2DM (n means biologically independent animals). **a** Cardiac 4-Hydroxynonenal (4-HNE) staining of RDH10-cKO mice, *n* = 3, * *vs* RDH10^fl/fl^. **b** Cardiac Malondialdehyde (MDA) levels of RDH10-cKO mice, *n* = 6 (RDH10^fl/fl^) and 11 (RDH10-cKO), * vs RDH10^fl/fl^. **c** Cardiac iron levels of RDH10-cKO mice, *n* = 6 (RDH10^fl/fl^) and 10 (RDH10-cKO), * vs RDH10^fl/fl^. **d** Cardiac non-heme iron levels of RDH10-cKO mice, *n* = 6 (RDH10^fl/fl^) and 10 (RDH10-cKO). **e** Schematic diagram of Fer-1 treatment in RDH10-cKO mice. **f** Echocardiography. **g** LVEF and LVFS, *n* (5w) = 3 (RDH10^fl/fl^), 4 (RDH10-cKO), 5 (RDH10-cKO+Fer-1); *vs RDH10^fl/fl^; # *vs* RDH10-cKO+Fer-1. **h** Cardiac 4-HNE staining of RDH10-cKO mice with Fer-1, *n* = 3, * *vs* RDH10-cKO. **i** WB of cardiac GPX4 and FSP1 in RDH10-cKO mice, *n* = 3, * *vs* RDH10^fl/fl^. **j** WB of GPX4 amd FSP1 in NMPCs. **k** WB of cardiac GPX4 and FSP1 in *db/db* mice with atRA, *n* = 3, * vs db/m; # *vs db/db*. **l** Cardiac 4-HNE staining of *db/db* mice with AAV9-RDH10 or atRA, *n* = 4 (*db/db*), 3 (*db/db* + RDH10) and 3 (*db/db* + atRA), * vs *db/db*. **m** Cardiac MDA levels of *db/db* mice with AAV9-RDH10 or atRA, *n* = 3, * vs *db/db*. Data are expressed as means ± SD. Two-tailed unpaired *t*-test was used for the analysis of statistical significance in (**a**), (**b**), (**c**), (**d**), (**h**) and (**i**) while one-way ANOVA with Tukey post hoc test was used for the analysis of statistical significance in (**g**), (**k**) and (**l**). Source data are provided as a Source Data file.

The ferroptosis in the heart in T2DM also exhibited iron accumulation (Supplementary Fig. 6d and e), but we did not observe iron accumulation in the hearts of RDH10-cKO mice (Fig. 7c and d). Wang X, et al. demonstrated that there is an increase in serum iron in T2DM^35^, suggesting to us that we should measure iron accumulation in RDH10-cKO mice in the presence of disturbing systemic iron status. We, therefore, fed RDH10-cKO mice a high iron diet (HID) as described^36^ and found that RDH10-cKO mice developed heart failure and cardiac iron accumulation after 3 weeks of HID feeding (Fig. 8a–e). More importantly, AAV-RDH10 and atRA could significantly inhibit cardiac iron accumulation in *db/db* mice (Fig. 8f and g), suggesting that RDH10 deficiency-induced retinol metabolism disorder promotes cardiac iron accumulation via atRA reduction in the heart in T2DM. We measured the levels of transferrin Receptor (TFRC) and FPN1 which regulate iron uptake and output, respectively, and found that alterations in cardiac retinol metabolism altered only the expression of FPN1 (Fig. 8h) but not TFRC (Supplementary Fig. 7), as in the experimental results of other investigators^30^.

**Fig. 8:**
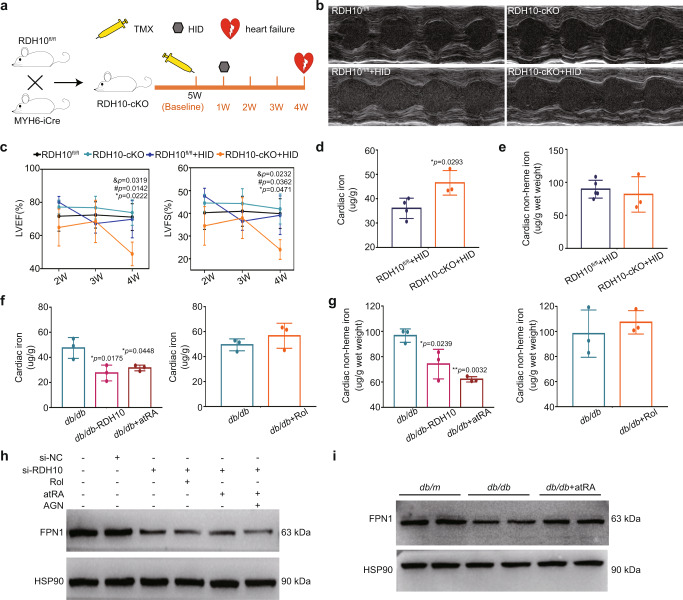
RDH10 reduction-induced retinol metabolism disorder promoted iron accumulation via atRA deficiency in the heart in T2DM (*n* means biologically independent animals). **a** Schematic diagram of high iron diet (HID) treatment in RDH10-cKO mice. **b** Echocardiography. **c** LVEF and LVFS, *n* (2w) = 3 (RDH10^fl/fl^), 4 (RDH10-cKO), 3 (RDH10^fl/fl^ + HID) and 3 (RDH10-cKO+HID); *n* (3w) = 3 (RDH10^fl/fl^), 3 (RDH10-cKO), 4 (RDH10^fl/fl^ + HID) and 3 (RDH10-cKO+HID); *n* (4w) = 5 (RDH10^fl/fl^), 4 (RDH10-cKO), 5 (RDH10^fl/fl^ + HID) and 3 (RDH10-cKO+HID); * *vs* RDH10^fl/fl^; # *vs* RDH10-cKO; & *vs* RDH10^fl/fl^ + HID. **d** Cardiac iron levels, *n* = 4 (RDH10^fl/fl^) and 3 (RDH10-cKO), * *vs* RDH10^fl/fl^ + HID. **e** Cardiac non-heme iron levels, *n* = 55 (RDH10^fl/fl^) and 3 (RDH10-cKO). **f** Cardiac iron levels of *db/db* mice with AAV9-RDH10, Rol or atRA, *n* = 3, * *vs db/db*. **g** Cardiac non-heme iron levels of *db/db* mice with AAV9-RDH10, Rol or atRA, *n* = 3, * *vs db/db*. **h** WB of FPN1 in NMPCs, these results were independently repeated 3 times with similar results. **i** WB of cardiac FPN1 in *db/db* mice with atRA, these results were independently repeated 3 times with similar results. Data are expressed as means ± SD. Two-tailed unpaired *t*-test was used for the analysis of statistical significance in (**d**), (**e**), (**f**) (right) and (**g**) (right) while one-way ANOVA with Tukey post hoc test was used for the analysis of statistical significance in (**c**), (**f**) (left) and (**g**) (left). Source data are provided as a Source Data file.

AtRA function as a ligand for nuclear RARs, RA-RARs can activate or repress transcription of target genes. We predicted that multiple RARs binding sites exist on the promoter sequences of GPX4, FSP1 and FPN1 and verified the effects of altered retinol metabolism on the transcript levels of GPX4, FSP1 and FPN in NMPCs (Supplementary Fig. 8a and b).

These results suggest that a reduction in RDH10 promoted ferroptosis by cardiac atRA-RARs deficiency-induced GPX4, FSP1, and FPN1 reduction in the heart in T2DM.

## Discussion

In this study, we found by RNA-seq analysis that retinol metabolism disorder gradually emerged in the hearts of *db/db* mice with the development of DCM and concluded after a series of experiments that retinol metabolism disorder characterized by Rol overload and atRA deficiency is induced by a decrease in RDH10 and promotes myocardial injury mainly through Rol overload-induced cardiotoxicity and atRA deficiency-induced cardiac lipotoxicity and ferroptosis in the heart in T2DM (Fig. 9a).

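With the 4 ages as blocks, which sets 4 db/db libraries against 4 db/m libraries, edgeR's quasi-likelihood test over 15237 genes gave 0 genes with an adjusted p under 0.05 for genotype, and 1770 with an unadjusted p under 0.05. For a linear change of the genotype effect with age, 0 genes had an adjusted p under 0.05 and 1792 an unadjusted p under 0.05. The Wald test of DESeq2 with the same designs gave 269 and 123 genes. In simulated counts with a coefficient of variation of 0.2 between libraries, the first test found 91% of genes changed 2-fold and 20.9% of genes changed 1.5-fold. For the second test, genes were given a 2-fold or 1.5-fold difference at the oldest age and the opposite difference at the youngest. It found 26.9% and 1.5% of these, although they changed by more than the named fold between these ages. The common coefficient of variation in the fit was 0.233, above the simulated one, while the median of the values of single genes was 0.199, close to it. Of the 8 genes of Fig. 1e, 5 had enough counts for this fit. Ahrr had a log2 fold change of -0.91 (standard error 0.18, adjusted p = 0.246 over all genes and 8.2e-03 over these 5, edgeR quasi-likelihood test) and was lower in db/db at 4 of 4 ages. The genotype effect on Cyp26b1 changed by 0.94 per 10 weeks (standard error 0.35) and that on Aldh1a2 by -0.54 per 10 weeks (0.19), each with an adjusted p = 0.0994 over the 5 genes in edgeR's test. In the libraries of 12 weeks, Cyp26b1 had a log2 fold change of 1.43, and Aldh1a2 of -0.33. From RNA-seq, the paper states that the disorder of retinol metabolism emerged step by step as DCM developed.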

**Fig. 9:**
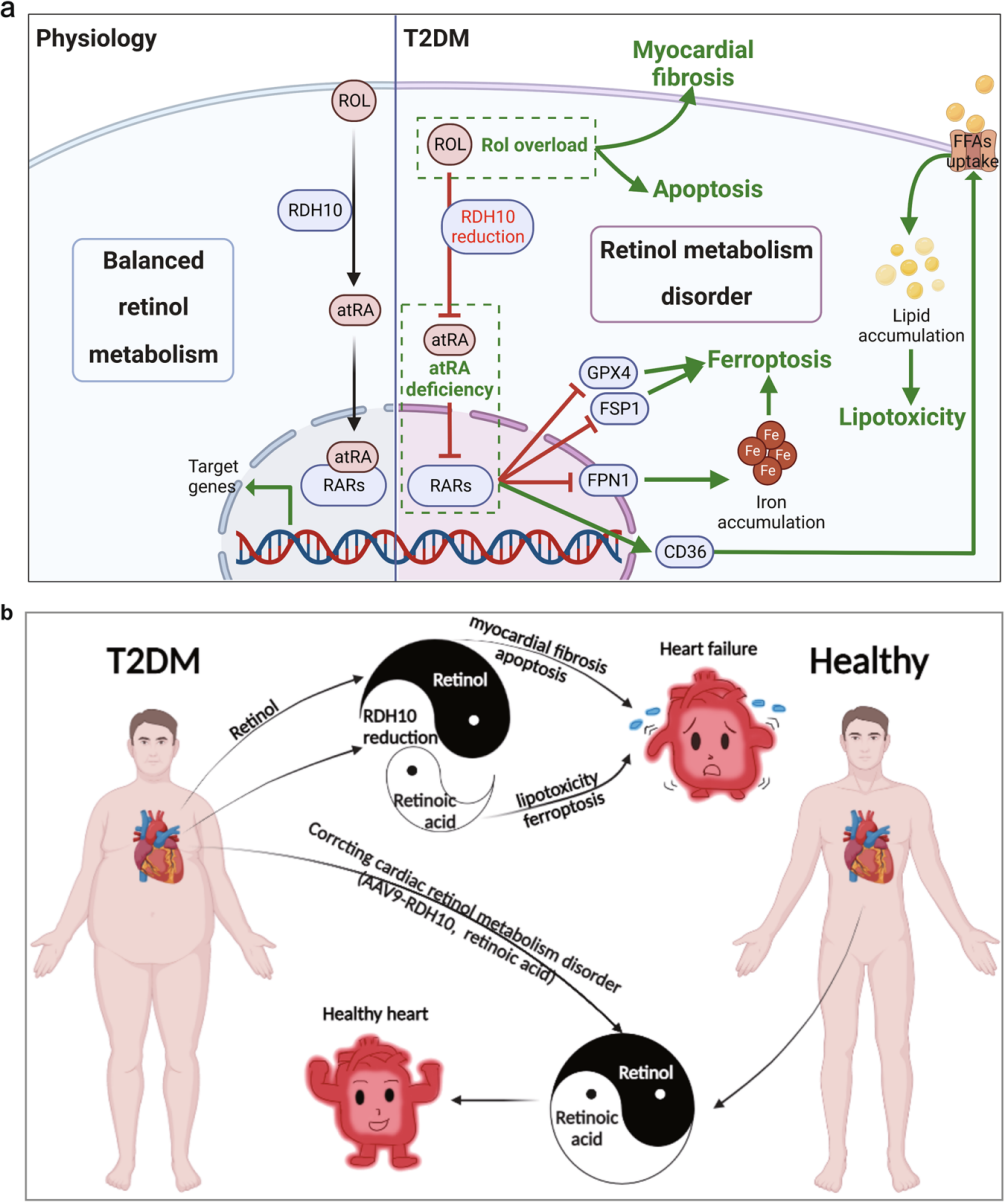
Graphical abstract. **a** Graphical summary of the mechanistic study of this study. **b** Graphical summary of clinical implications of this study. Graphics were created with Biorender.com.

We assessed cardiac retinol metabolic status in T2DM mice by measuring the levels of Rol, atRA, and RARs (substrates, products, and major biological effectors of retinol metabolism) and verified retinol metabolism disorder characterized by Rol overload, atRA deficiency, and reduced RARa and RARb in the hearts of T2DM mice. Considering the differences between mice and humans, we also evaluated cardiac retinol metabolic status in T2DM patients. Since human heart tissue is difficult to collect and we could not obtain enough fresh heart tissue to measure the levels of Rol and atRA, we used forensically collected heart sections from T2DM patients to perform immunohistochemistry (IHC) staining of RARs and found that the expression of RARa and RARb were reduced, suggesting that cardiac retinol metabolism disorder may also be present in the hearts of T2DM patients. Additionally, because the samples we used were forensically sourced, we were unable to collect much information about the donors of these samples, which greatly limited our validation in humans. Fortunately, a study by Ni Yang et al. published in early 2021 confirmed the increase in Rol and decrease in atRA in the hearts of patients with heart failure, and this study has filled in the gaps in our validation of humans, although that study focused only on atRA^8^.

After demonstrating disturbed cardiac retinol metabolism in T2DM, we assessed the effects of altered Rol and atRA levels on myocardial injury in T2DM by supplementing *db/db* mice with Rol or atRA. Our results showed that Rol, although attenuated systemic metabolic disorder, promoted myocardial injury by exacerbating myocardial fibrosis, apoptosis, and ultrastructural disruption of cardiomyocytes in *db/db* mice, which, combined with the significant upregulation of myocardial Rol levels, suggested that it is cardiotoxicity caused by cardiac Rol accumulation promotes myocardial injury in T2DM. In contrast, atRA attenuated systemic metabolic disorders and myocardial injury and restored cardiac atRA levels in *db/db* mice, which, combined with a related study on the importance of atRA on the heart^8^, suggests that atRA deficiency is a risk factor for myocardial injury in T2DM. Based on these findings, we suggest that cardiac retinol metabolism disorder promotes DCM, atRA is beneficial in the treatment of myocardial injury in T2DM whereas Rol should be avoided in T2DM patients because its cardiotoxicity is overloaded.

As a metabolic substrate in retinol metabolism, Rol has not attracted much attention from researchers in the cardiovascular field, the limited studies available have yielded conflicting conclusions about the roles of Rol in cardiovascular disease, and all of these studies have focused on Rol levels in serum^37^. In this study, we confirmed the beneficial effects of Rol on the systemic metabolic disorder and the cardiotoxicity of Rol overload in the heart.

The retinol metabolic status in the hearts of *db/db* mice indicates the impaired conversion of Rol to atRA. Therefore, we hypothesized and validated that RDH10 deficiency is the initiating factor for cardiac retinol metabolism disorder and myocardial injury in T2DM by overexpressing RDH10 in *db/db* mice and constructing RDH10-cKO mice. RDH10 is a rate-limiting enzyme in retinol metabolism that limits the conversion of Rol to atRA and affects organ development in embryos^11,20^, but its function in the adult heart is unknown. In this study, we demonstrated for the first time the roles of RDH10 on cardiac retinol metabolism and heart disease in adulthood. Additionally, the findings associated with RDH10-cKO mice exclude possible effects of abnormalities in blood glucose, lipids, and insulin, indicating the importance of cardiac retinol metabolism in the heart.

Our study verified that cardiac atRA deficiency leads to myocardial injury in T2DM through lipotoxicity and ferroptosis. Lipotoxicity marked by lipid accumulation caused by abnormal FFAs uptake, primarily mediated by CD36, is a key contributor to DCM^21–24^. We verified that in T2DM, alterations in retinol metabolism, particularly atRA levels, regulate cardiac lipid accumulation. In a previous study, researchers suggested that FFAs β-oxidation promoted by atRA/RARs plays the most important role in the regulation of lipid metabolism by retinol metabolism^38^. However, increased FFAs uptake contributes more to cardiac lipotoxicity than other factors in DCM^39^. We considered FFAs uptake as a mechanism by which retinol metabolism affects cardiac lipotoxicity in T2DM and succeeded in preliminarily demonstrating this effect in vitro and in vivo. Based on these results, we suggest that in T2DM, RDH10-mediated retinol metabolism disorder promotes cardiac lipotoxicity by increasing cardiac lipid accumulation and FFAs uptake through reduced atRA.

Ferroptosis is a form of cell death that relies on iron-catalyzed lipid peroxidation and is distinct from necrosis, apoptosis, and autophagy^27^. Relevant studies have shown the involvement of ferroptosis in myocardial injury in T2DM mice^28,29^. We further measured and confirmed the occurrence of ferroptosis in the heart in T2DM mice and patients. Research showed that atRA inhibits iron overload-induced liver injury in mice^30^, suggesting a link between retinol metabolism and ferroptosis. We verified that disordered retinol metabolism was associated with cardiac ferroptosis and that atRA supplementation and RDH10 overexpression inhibited cardiac ferroptosis in T2DM mice by reducing iron accumulation and lipid peroxidation. We also found in RDH10-cKO mice that cardiac retinol metabolism disorder mediated by RDH10 deficiency caused ferroptosis by reducing atRA leading to decreases in GPX4 and FSP1 mediating increased lipid peroxidation and decrease in FPN1 mediating cardiac iron accumulation. Based on these results, we conclude that in T2DM, cardiac RDH10 reduction-mediated retinol metabolism disorder leads to ferroptosis, which promotes DCM.

In summary, in this study, we report for the first time that in T2DM, RDH10 reduction leads to cardiac retinol metabolism disorder characterized by Rol overload, atRA deficiency, and RARs reduction, and promotes DCM through Rol overload-induced cardiotoxicity and atRA deficiency-induced lipotoxicity and ferroptosis, as shown in Fig. 9A. We also suggest that atRA and RDH10 could be potential targets for the prevention and treatment of DCM by correcting disordered retinol metabolism, whereas Rol, as known as vitamin A, should be avoided in patients with T2DM because of its deleterious effects on the heart in excess, as shown in Fig. 9B.

## Methods

### Animal studies

*Db/m*, *db/db* mice (C57BLKS/J background), and MYH6-iCre mice (C57BL/6 background) were purchased from GemPharmatech (Nanjing, Jiangsu, China). RDH10^fl/fl^ mice (C57BL/6 background) were generously provided by Prof. Jianxing Ma (Health Sciences Center, University of Oklahoma). All enrolled mice were male and aged 6–8 weeks. Mice maintained at the Center for Disease Model Animals of Sun Yat-sen University. Mice were housed on a 12 h light-dark cycle at 22–25 °C with 40–70% humidity and allowed free access to food (chow diet, purchased by Guangdong Medical Laboratory Animal Center, consisting of fat [4.8%], protein [18.6%], and carbohydrate [61%]) and water except as noted. Mice were euthanized by intraperitoneal injection of 150 mg/kg sodium pentobarbital when they reached the experimental time endpoint or when any of the following criteria were met: (1) persistent lethargy and failure to clean hair; (2) failure to respond to physical interventions or behavioral signs of human touch, including marked inactivity, dyspnea, sunken eyes, and hunched posture; and (3) abnormal central nervous responses (convulsions, tremors, paralysis, head tilt, etc.). Mice were fasted for 12 h before sampling and testing. All animal experiments were approved by the Animal Care and Ethics Committee of Zhongshan School of Medicine, Sun Yat-sen University, and followed the National Institutes of Health Guidelines on the Care and Use of Animals (the protocol number is SYSU-IACUC-2019-B027).

#### T2DM mice

85 male *db/db* mice were used as T2DM mice and were divided into RNA-seq (15 mice), control (30 mice), Rol treatment (10 mice), atRA treatment (10 mice), AAV9-GFP (10 mice), and AAV9-RDH10 (10 mice) groups. 45 age-matched male *db/m* mice were used as normal controls for *db/db* mice.

#### RDH10-cKO mice

RDH10-cKO mice, which contain both RDH10^fl/fl^ and MYH6-iCre, were bred by RDH10^fl/fl^ mice and MYH6-iCre mice and were injected tamoxifen intraperitoneally (50 mg/kg, T2859, Sigma -Aldrich, St. Louis, MO) for 5 consecutive days from 5 weeks of age. 55 male RDH10-cKO mice were divided into control (35 mice), Fer-1 treatment (10 mice), and HID (10 mice) groups. 45 age-matched male RDH10^fl/fl^ mice that also received TMX injections served as normal controls for RDH10-cKO mice.

#### Animal treatments

Mice in the Rol treatment group received Rol gavage (800 IU/each, 17772, Sigma-Aldrich, St. Louis, MO) every two days from 8 weeks of age. Mice in the atRA treatment group received atRA intraperitoneal injection (5 mg/kg body weight, R2625, Sigma-Aldrich, St. Louis, MO) daily from 8 weeks of age. Mice in the Fer-1 treatment group received Fer-1 intraperitoneal injection (SML0583, 1 mg/kg body weight, Sigma-Aldrich, St. Louis, MO) daily from 6 weeks of age. Mice in HID group were fed HID (8.3 g carbonyl iron/kg, RD17082801, ReadyDietech, Shenzhen, China) from 6 weeks of age.

#### Drugs preparation

Rol, atRA, and Fer-1 were accurately weighed and placed in brown light-proof tubes and dissolved with dimethylsulfoxide (DMSO) (ST2335, Beyotime, Shanghai, China) followed by diluting 100-fold with corn oil (C116023, Aladdin, Shanghai, China) to prepare working solutions with the final concentrations of 5 mg/mL, 2.5 mg/mL and 0.4 mg/mL, respectively.

#### Gene therapy

A recombinant AAV9 vector carrying the mouse RDH10 sequence (AAV9-RDH10, DZ-AAV-Rdh10-OE, Dongze, Hanbio Inc, Shanghai, China) was used to overexpress RDH10. AAV9-GFP (DZ-AAV-Rdh10-NC, Dongze, Hanbio Inc, Shanghai, China) was used as a negative control. 0.8 * 10 ^ 11 vg/per animal of AA9-RDH10 or AAV9-GFP was transferred into T2DM mice, respectively, by tail vein injection at the age of 16 weeks.

### Echocardiography

Mice were anesthetized with 1.5% isoflurane and placed on a thermostat at 37 °C immediately, 0.5% isoflurane is inhaled continuously to prevent them from waking up. For image acquisition, Vevo 3100 Imaging System (VisualSonics, Canada) with a 400 MHz probe was used to detect cardiac motion in the long-axis view, then the probe was rotated 90 degrees to detect cardiac motion in the short-axis view, and graphs were acquired in M-Mode near the papillary muscles. The heart rates of the mice were controlled at 450–600 bpm.

### RNA-seq

Total RNA was extracted from the hearts of *db/m* mice and *db/db* mice at the age of 4, 24, and 32 weeks using the RNeasy Mini Kit (74104, Qiagen, Duesseldorf, Germany). Then, the strand-specific library was prepared after rRNA depleted and RNA fragmentation, First Strand cDNA synthesizing, Second Strand cDNA synthesizing, 3’ ends Adenylating, adapter Ligation, and PCR amplification. RNA and the library preparation integrity were inspected with Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). And the cluster and first dimension sequencing primer hybridization were accomplished on the cBot of the Illumina sequencing machine. Finally, performed sequencing at SHBIO Corporation.

The analysis of the KEGG pathway and GO terms were completed using KOBAS (http://kobas.cbi.pku.edu.cn/) online^40^.

### Cardiac Rol, atRA, and retinyl ester content measurements

Cardiac Rol, atRA, and retinyl ester measurements were performed as described by others^41^, and the details of the experiment were as follows.

#### Sample preparation

Homogenized the heart tissue in 200 μL of cold NaCl solution (0.9%) for 5 s, add 100 μL retinol-D4 (IR-23012, IsoSciences, Ambler, PA, USA) as internal standard for Rol and atRA, and retinyl acetate (46958, Sigma-Aldrich, St. Louis, MO) as internal standard for retinyl esters, then homogenize for another 5 seconds. For Rol and at RA, 1 mL formic acid n-hexane solution (1%) was added to the homogenizing to facilitate phase separation by a 5 min vortex and 5 min centrifugation (16,200 g). The supernatants were collected in a new tube and blown dry with nitrogen followed by re-dilution with 100 μL 70% methanol. For retinyl esters, 24 μL 0.5 M NaOH solution was added to tissue homogenate, followed by 1 mL n-hexane. The mixture was votexed 5 min and centrifuged at 16,200 g for 5 min. The supernatants were collected in a new tube and blown dry with nitrogen followed by re-dilution with 100 μL 100% methanol. The processes above should be protected from the light.

#### LC-MS/MS analysis

Samples were carried out on a Sciex Jasper TM high performance liquid chromatography (HPLC) system (Sciex, M.A., U.S.A) which consisted of a solvent degasser, a binary pump, an autosampler, and a column oven. The LC system was coupled with a Sciex Triple Quad TM 4500MD MS (Sciex, M.A., U.S.A) in ESI ionization mode. Data were acquired and analyzed with Analyst® MD version 1.6.3 and Multi Quant TM MD version 3.0.2 (Sciex, M.A., U.S.A). For Rol and at RA, LC was performed on a Phenomenex Kinetex C18 (50 * 2.1 mm, 2.6 μm, Phenomenex, CA, USA). Mobile phase A consisted of acetonitrile/methanol/water (4:3:3, v/v/v) with 0.1 % formic acid, and mobile phase B containing acetonitrile/methanol/water (5.5:3:1.5, v/v/v) with 0.1% formic acid at a column oven temperature of 25 °C. The flow rate was set to 0.2 ml/min and the gradient elution procedure was as follows: initial conditions 75% B; from 0 to 3.5 min linear increase to 95% B; between 3.5 and 4.5 min 95% B was retained; at 4.6 min back to initial conditions with 75% B; finally, 75% B was held from 4.6 to 5.9 min. For retinyl esters, LC was performed on a Phenomenex Kinetex C18 (100 * 2.1 mm, 1.7 μm, Phenomenex, CA, USA). Mobile phase A consisted of acetonitrile containing 0.1% formic acid and 5 mM ammonium acetate, and mobile phase B containing pure water with 0.1% formic acid and 5 mM ammonium acetate at a column oven temperature of 40 °C. The flow rate was set to 0.3 ml/min with the gradient elution as follows: initial conditions 85% B for 1.5 min, from 0 to 9 min linearly increased to 100% B, and then decreased to 85% at 10 min, held for another 1 min. The autosampler was set at 10 °C. The injection volume was 10 μL.

#### Mass spectrometry

The MS conditions were as follows: electrospray ionization (ESI) under positive mode; nebulizer gas: nitrogen; curtain gas,30 psi; ion spray voltage, 4000 V; temperature, 400 °C; gas 1 and gas 2, 35 and 40 psi, respectively; collision gas, 10 psi. The parameters of the mass spectrometer were optimized, and the multiple reaction monitoring (MRM) transitions of retinol, all-trans-retinoic acid, as well as D4-retinol were chosen as 269.2 > 93.1, 273.1 > 94.0, and 301.2 > 123.1, respectively. The MRM transitions for retinyl esters were chosen as 329.3 > 269.3 for retinyl acetate, 524.4 > 268.1 for retinyl palmitate (16:0), 552.5 > 268.2 for retinyl stearate (18:0), 522.4 > 268, retinyl palmitoleate (16:1), and retinyl oleate (18:1). The quantification was performed using the calibration curve.

### RDH activity assay

Cardiac RDHs activity assay was performed as described by others^41^, and the details of the experiment were as follows.

100 μg of cardiac microsomal fractions protein was incubated with 3 μM all-trans-retinol (17772, Sigma-Aldrich, St. Louis, MO) solubilized with bovine serum albumin and 1 mM NAD + (NAD98-RO, Sigma-Aldrich, St. Louis, MO) in 0.5 ml of the reaction buffer for 20 min at 37 °C. Reactions were stopped by the addition of an equal volume of ice-cold methanol, and Retinaldehyde were extracted twice with 2 ml of hexane. Hexane layers were dried, and the dry residue was reconstituted in 0.2 ml of acetonitrile. Retinaldehyde were separated by normal-phase HPLC using Spherisorb S3W column (4.6 mm × 100 mm; Waters) and isocratic mobile phase consisting of acetonitrile at 1 ml/min and analyzed.

### Western blotting analysis

The heart tissues or neonatal mouse primary cardiomyocytes (NMPCs) were lysed with RIPA buffer (P0013B, Beyotime, Shanghai, China) for total protein extraction. The protein concentration was determined using the BCA protein assay kit (71285, Millipore, Bedford, MA, USA) according to the manufacturer’s protocol. 35 μg protein was subjected to SDS-PAGE for electrophoresis, transferred to 0.45 μm PVDF membranes (IPVH00010, Millipore, Bedford, MA, USA), and immunoblotted with antibodies. The bands were quantified using the ImageJ software program (v.1.45, National Institutes of Health, Bethesda, MD, USA). The antibodies are listed in Supplementary Table 1.

### Serum measurement

Serum was obtained by centrifugation (4 °C, 1,500 g, 20 min) of blood collected from the eye sockets of the mice and stored at −80 °C. The serum fasting insulin (FINS) levels were examined using an enzyme-linked immunosorbent assay (CSB-E05071m, Cusabio, Wuhan, Hubei, China). The serum TC, TG, LDL-c, and HDL-c levels were examined using commercial reagent kits (A111-1-1, A110-1-1, A113-1-1 and A1122-1-1, Jiancheng, Nanjing, Jiangsu, China).

### Homeostasis model assessment of the insulin resistance index (HOMA-IR) and Insulin tolerance test (ITT)

The fasting blood glucose (FBG) levels were examined after the mice fasted for 12–16 h, and the HOMA-IR was calculated with the equation (FBG (mM/L) × FINS (mIU/L)) / 22.5. To perform the ITT, 1 U/kg body weight of insulin (Novolin R, Novo Nordisk, Bagsvaerd, Denmark) was intraperitoneally injected into the mice, then the blood glucose levels were examined at 0, 15, 30, 60, 90, and 120 min after the injection. The change curve of the blood glucose level was drawn, and the AUC was calculated.

### Human samples

Heart samples from 11 healthy populations and 11 age-matched T2DM patients (age difference ≤5) used in this study were collected from the National Center for Medico-legal Expertise of Sun Yat-sen University. All sample donors were diagnosed without coronary heart disease and hypertension. The use of human heart samples was approved by the ethics committee of Zhongshan School of Medicine, Sun Yat-sen University with the protocol number (2019-B027) and all data and sample collection were in strict accordance with ethics guidelines of Zhongshan School of Medicine, Sun Yat-sen University. Informed consent was obtained from the legal representatives of the victims. The principles outlined in the Declaration of Helsinki were followed. The information details of the donors were provided in Supplementary Table 3.

### Immunohistochemistry (IHC)

Heart samples were collected and fixed overnight in 4% paraformaldehyde (BL539A, Biosharp, Hefei, Anhui, China), followed by routine dehydration and sectioning (5 μm). Sections were blocked with 3% hydrogen peroxide, antigen repaired with citrate buffer (P0083, Beyotime, Shanghai, China), permeabilized with 0.3% Triton-100 (ST795, Beyotime, Shanghai, China), blocked with 5% BSA (A1933, Sigma-Aldrich, St. Louis, MO), incubated with primary antibody overnight at 4 °C and incubated with HRP-labeled secondary antibody for 30 min at 37 °C. Visualization was performed under the microscope (DFC700T, Leica, Germany) with DAB Horseradish Peroxidase Color Development Kit (P0203, Beyotime, Shanghai, China). Finally, the sections were sealed with neutral balsam fixative (G8590, Solarbio, Beijing, China). The positive cell number was counted from 4–5 fields per sample with the ImageJ software program (v.1.45, National Institutes of Health, Bethesda, MD, USA) and the mean density was quantified from 4–5 fields per sample with the Image-pro plus software program (v.6.0, Media Cybernetics, Rockville, MD, USA). The antibodies are listed in Supplementary Table 1.

### Immunofluorescence

Heart samples were collected and fixed in 4% paraformaldehyde (BL539A, Biosharp, Hefei, China) overnight followed by conventional dehydration and slicing (5 μm). The heart samples sections were blocked with 3% hydrogen peroxide and then performed at 95 °C for 10 min using citrate buffer (P0083, Beyotime, Shanghai, China), 0.3% Triton-100 (ST795, Beyotime, Shanghai, China) was used for permeabilization and then the blocking step was carried out using the 5% BSA (A1933, Sigma-Aldrich, St. Louis, MO). After overnight incubation of the primary antibody at 4 °C, a secondary antibody was applied to the sections at 37 °C for 90 min. All the immune-fluorescence images were captured by a fluorescence microscope (DFC700T, Leica, Germany). The antibody is listed in Supplementary Table 1.

### WGA-FITC staining

The cTNT was staining first following the method of Immunofluorescence, and then the sections were incubated with WGA-FITC (W11261, Sigma-Aldrich, St. Louis, MO) at 37 °C for 30 min. All the immune-fluorescence images were captured by a fluorescence microscope (DFC700T, Leica, Germany). The cardiomyocyte area was calculated from 4–5 fields per sample with the ImageJ software program (v.1.45, National Institutes of Health, Bethesda, MD, USA).

### Masson staining

Standard Masson staining was performed using the Modified Masson’s Trichrome Stain Kit (G1345, Solarbio, Beijing, China) according to the manufacturer’s protocol. The positive area was quantified from several fields per sample with the Image-pro plus software program (v.6.0, Media Cybernetics, Rockville, MD, USA).

### Terminal deoxynucleotidyl transferase-mediated dUTP nick end labeling (TUNEL) staining

TUNEL staining was performed using the Colorimetric TUNEL Apoptosis Assay Kit (C1091, Beyotime, Shanghai, China). The positive cell numbers were counted from 4–5 fields per sample with the ImageJ software program (v.1.45, National Institutes of Health, Bethesda, MD, USA).

### Transmission electron microscopy (TEM)

Cardiac ultrastructure was examined under a transmission electron microscope (Tecnai G2 Spirit Twin +GATAN 832.10 W; FEI; Czech Republic) using conventional methods. In brief, heart tissues were fixed with 2.5% glutaraldehyde in 0.1 mol/L phosphate buffer (pH 7.4), followed by 1% OsO4. After dehydration, thin sections were stained with uranyl acetate and lead citrate for observation, images were acquired digitally.

### Oil red O staining

The heart tissues were fixed in 4% paraformaldehyde (BL539A, Biosharp, Hefei, China) overnight then dehydrated with a sucrose gradient, and embedded in the Tissue-Tek OCT compound (4583, Sakura Finetek, Tokyo, Japan). Then, the sections (8 μm) were stained with oil red O (O0625, Sigma-Aldrich, St. Louis, MO, USA) for 15 min.

### Tissues FFAs uptake fluorescence imaging

As described by others^42^, mice were injected with 1 μg/g body weight BODIPY™ 558/568 C12 (D3835, Thermo Fisher, MA, USA) via the tail vein, 50 min later, the hearts were collected after removing fat, blood, and auricles and rinsed in PBS. X-ray and fluorescence imaging was performed using a small animal living fluorescence imaging system (IVIS Spectrum, PerkinElmer, USA).

### Cardiac MDA measurement

Cardiac MDA measurement was performed using the Lipid Peroxidation MDA Assay Kit (S0131, Beyotime, Shanghai, China) according to the manufacturer’s protocol.

### Cardiac iron measurement

Cardiac iron measurement was performed using the Tissue Iron Content Assay Kit (BC4355, Solarbio, Beijing, China) according to the manufacturer’s protocol.

### Cardiac non-home iron measurement

Cardiac Non-home iron measurement was performed as described by others^43^ as follows. Weighed and digested the heart tissues in NHI acid (10% trichloroacetic acid in 3 M HCl) for 48 h at 65–70 °C. An equal volume of samples, iron standard (500 µg/dl, Aladdin, Shanghai, China) or NHI acid were incubated with 200 µl BAT buffer (0.2% thioglycolic acid and 0.02% disodium 4,7 diphenyl 1,10 phenanthroline disulfonate in 50% saturated NaAc solution) for 10 min at room temperature. The absorbance of the mixtures was read at 535 nm and the absorbance of the standard was used to scale the unknown sample concentration.

### Perl’s Prussian blue staining

Perl’s Prussian blue staining was performed using the Prussian Blue Iron Stain Kit (with Eosin solution) (G1424, Solarbio, Beijing, China) according to the manufacturer’s protocol.

### Quantitative real-time polymerase chain reaction (Q-PCR)

Total RNA was isolated using the RNAiso Plus (9109, Takara, Tokyo, Japan). 0.5 mg of total RNA was reverse transcribed into complementary DNA using the HiScript III RT SuperMix for qPCR (+gDNA wiper) kit (R323, Vazyme, Nanjing, China). Then the Q-PCR was performed on the ABI Q6 Flex Real-Time PCR machine (Applied Biosystems, Foster City, CA, USA) using the 2x SYBR Green qPCR Master Mix kit (B21203, Bimake, Houston, Texas USA). The relative gene expression levels were analyzed using the 2(–ΔΔCt) method and normalized against 18 S expression. Primer sequences are in Supplementary Table 2.

### Neonatal mouse primary cardiomyocytes (NMPCs) isolation and culture

1–3-day-old neonatal mice were skin disinfected with 75% ethanol, then removed their hearts by cutting with sharp forceps and quickly minced in ice-cold D-hanks. The shredded tissue was digested with 0.1% trypsin for 6–10 h at 4 °C, followed by 3–5 digestions with 0.08% collagenase type II (17101015, Gibco, Grand Island, NY, USA) for 10 min each (37 °C, 80 rpm). The precipitate was transferred to a new tube and neutralized with a volume of DMEM (C11995500BT, Gibco, Grand Island, NY, USA) containing 10% FBS (Gibco, Grand Island, NY, USA) and the digestion was continued by adding new type II collagenase until no precipitate was evident. The collected supernatant was centrifuged (160 g, 5 min), and the precipitate was resuspended in D-hanks and filtered through a 70 µm cell strainer (352350, Falcon, Corning, NY, USA). The filtered cytosol was centrifuged again (160 g, 5 min) and the precipitate was resuspended in DMEM containing 10%FBS. The resuspended cells were grown in 15 cm^2^ cell culture plates for 1.5 h to remove non-cardiomyocytes. Finally, purified cardiomyocytes were cultured in DMEM containing 10% FBS and BrdU (19–160, Sigma-Aldrich, St. Louis, MO, USA) in cell culture dishes or Millicell EZ SLIDE 8 well glass slides (PEZGS0816, Merck Millipore, Billerica, MA, USA) coated with attachment factor (S006100, ThermoFisher, Waltham, MA, USA), and maintained in an incubator at 37 °C and 5% CO^2^.

### In vitro treatments

Cells were cultured till the morphological expansion and autonomic rhythmic contractions were observed, then changed the culture medium to serum-free medium 12 h before the subsequent experimental treatments.

#### Small interfering RNA (si-RNA) transfection

Mouse RDH10 stealth siRNA (1320001, Invitrogen, Carlsbad, CA, USA) was transfected with NMPCs using the Lipo3000 Transfection Kit (L3000015, Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol.

#### Drugs treatment

After a 36 h si-RNA transfection, cells were cultures in a serum-free medium for 12 h followed by culturing with mediums containing Rol (17772, 5 μg/L, Sigma-Aldrich, St. Louis, MO), atRA (R2625, 5 μmol/L, Sigma-Aldrich, St. Louis, MO), atRA and AGN193109 (SML2034, 1 μmol/L, Sigma-Aldrich, St. Louis, MO) mixture, or equivalent amounts of DMSO (Sigma -Aldrich, St. Louis, MO), respectively. Then, cells were fixed in 4% paraformaldehyde or collected for subsequent analysis 24 h later.

#### Drugs preparation

ROL, atRA, and AGN193109 were first accurately weighed and placed in brown light-proof tubes, then dissolved with DMSO (D8418, Sigma-Aldrich, St. Louis, MO) to prepare working solutions with final concentrations of 5 mg/L, 5 mmol/L, and 2 mmol/L, respectively.

#### Oil red O staining

Cells for oil red O staining were cultured in Millicell EZ SLIDE 8 well glass slides (PEZGS0816, Merck Millipore, Billerica, MA, USA) after isolation, and fixed in 4% paraformaldehyde overnight after treatments. Oil Red O staining was then performed in the same manner as in sections of heart samples.

### Statistics

Statistical differences between groups were evaluated using GraphPad Prism 7 and R 4.2.2. Data were considered statistically significant if *P* was less than 0.05. All experiments were performed at least in triplicate, and quantitative data are presented as the mean ± SD. Statistical significance for samples was identified using the independent-sample t-test and One-way ANOVA.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The sequencing data generated in this study have been deposited in the Gene Expression Omnibus under accession code GSE202418. LC-MS data were acquired and analyzed with Analyst® MD version 1.6.3 and Multi Quant TM MD version 3.0.2 (Sciex, M.A., U.S.A) and is available at the NIH Common Fund’s National Metabolomics Data Repository (NMDR) website, the Metabolomics Workbench, where it has been assigned Project ID ST002474. The KOBAS (http://kobas.cbi.pku.edu.cn/) was used for KEGG pathway and GO terms analysis. The ConTra v3 (http://bioit2.irc.ugent.be/contra/v3/#/step/1) was used for RARs binding sites prediction in Supplementary Fig. 8. The remaining data are available within the Article, Supplementary Information, or Source Data file. Source data are provided in this paper. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Retinol dehydrogenase 10 reduction mediated retinol metabolism disorder promotes diabetic cardiomyopathy in male mice
**Source:** Nat Commun. 2023 Mar 2;14:1181. doi: 10.1038/s41467-023-36837-x
**Supplement:** Supplementary file 1 — Supplementary Information

# 1 Supplementary Information

## 2 Supplementary Figures

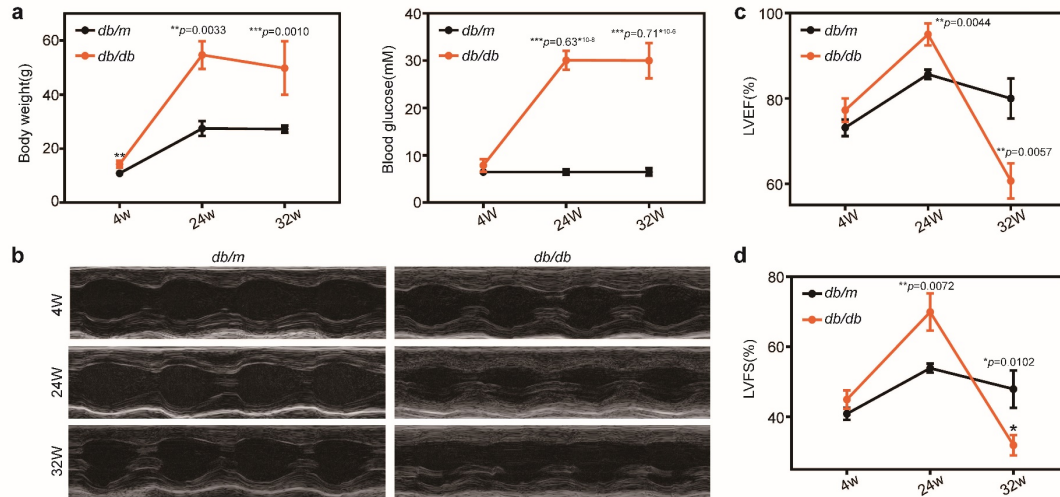

3 **Supplementary Figure 1. Verification of the pathological status of type 2 diabetes**  
 4 **mellitus (T2DM) mice at different ages (n means biologically independent animal).**  
 5 a. Body weight and blood glucose of *db/db* mice, n=5, \* vs *db/m*. b. Echocardiography  
 6 of *db/db* mice. c. left ventricular ejection fraction (LVEF) of *db/db* mice, n=3, \* vs *db/m*.  
 7 d. LVFS left ventricular fractional shortening (LVFS) of *db/db* mice, n=3, \* vs *db/m*.  
 8 Data are expressed as means  $\pm$  SD. Two-tailed unpaired t-test was used for the analysis  
 9 of statistical significance. Source data are provided as a Source Data file.

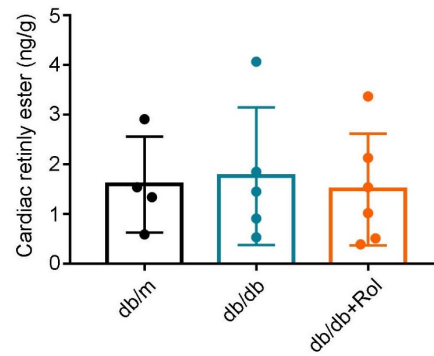

1 **Supplementary Figure 2. Cardiac retinyl ester levels in T2DM mice supplemented**  
 2 **with retinol (ROL) (n means biologically independent samples).** Data are expressed  
 3 as means  $\pm$  SD. One-way ANOVA with Tukey post hoc test was used for the analysis  
 4 of statistical significance. Source data are provided as a Source Data file.

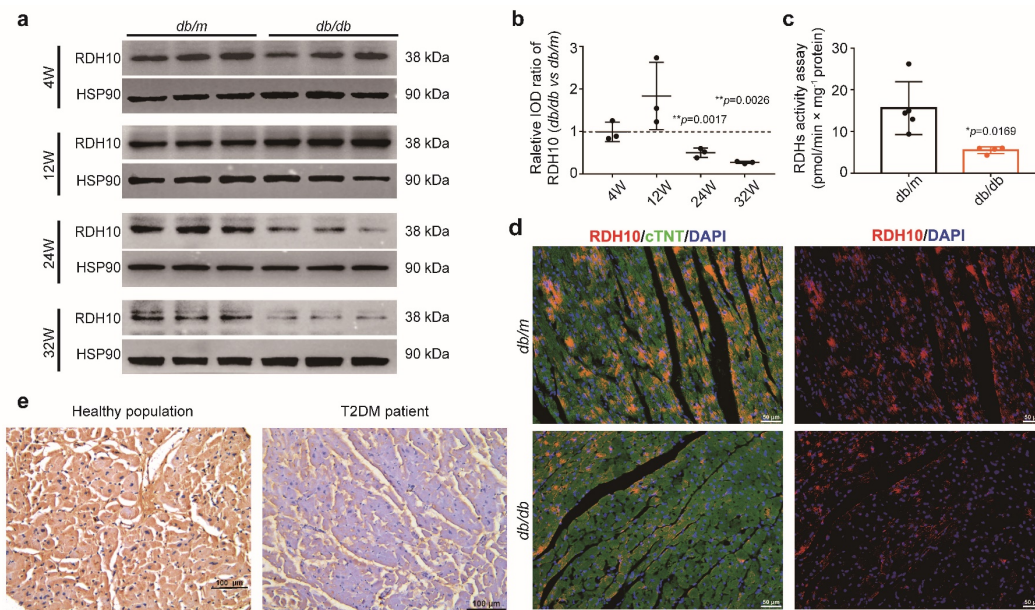

**Supplementary Figure 3. Cardiac Retinol Dehydrogenase 10 (RDH10) expression in T2DM mice and patients (n means biologically independent samples).** a. Western blotting (WB) images of cardiac RDH10 in *db/db* mice. b. Analysis of **a**, \* vs *db/m*. c. Analysis of Retinol Dehydrogenases (RDHs) activity in *db/db* mice, \* vs *db/m*. d. Immunofluorescence (IF) staining images of RDH10 in the heart of 32-week-old *db/db* mice, these results were independently repeated 3 times with similar results. e. Immunohistochemistry (IHC) staining images of RDH10 in the hearts of T2DM patients, these results were independently repeated 3 times with similar results. Data are expressed as means ± SD. Two-tailed unpaired t-test was used for the analysis of statistical significance. Source data are provided as a Source Data file.

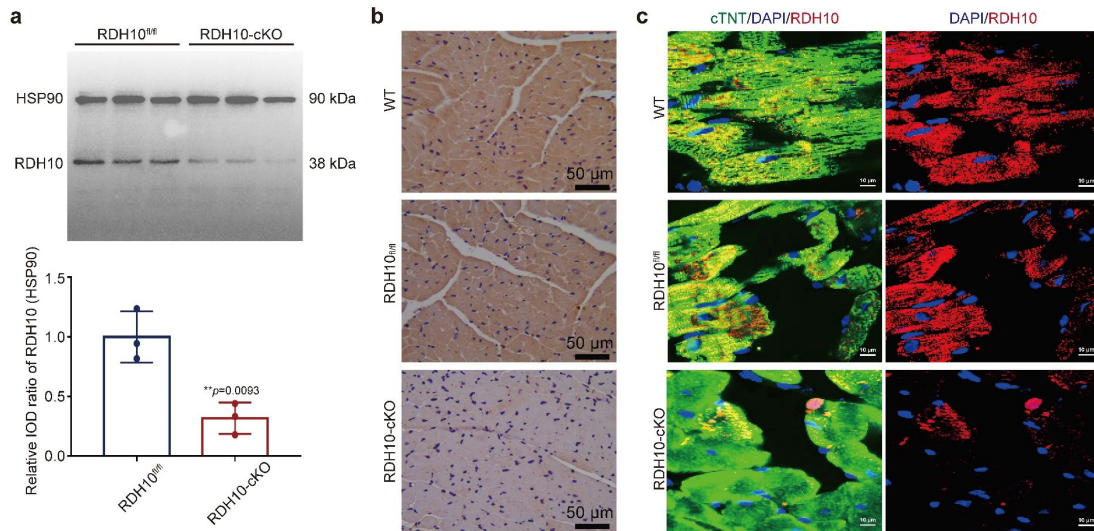

1 **Supplementary Figure 4. Identification of RDH10-cKO mice (n means biologically**  
2 **independent samples).** a. WB image of cardiac RDH10 in the hearts of RDH10-cKO  
3 mice, \* vs RDH10<sup>fl/fl</sup>. b. IHC staining image of RDH10 in the hearts of RDH10-cKO  
4 mice, these results were independently repeated 3 times with similar results. c. IF image  
5 of RDH10 in the hearts of RDH10-cKO mice, these results were independently repeated  
6 3 times with similar results. Data are expressed as means ± SD. Two-tailed unpaired t-  
7 test was used for the analysis of statistical significance. Source data are provided as a  
8 Source Data file.

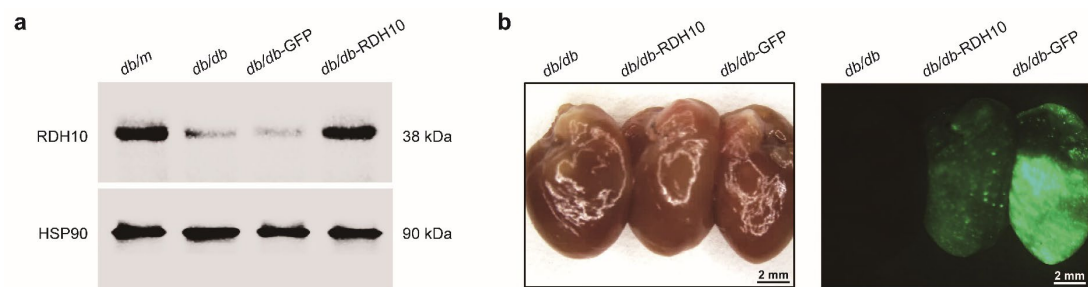

1 **Supplementary Figure 5. Effect identification of RDH10 overexpression in the**  
2 **hearts of T2DM mice with adeno-associated virus 9 (AAV9)-RDH10 injection. a.**  
3 **Western blot images of cardiac RDH10 in *db/db* mice with AAV9, these results were**  
4 **independently repeated 3 times with similar results. b. Fluorescence detection in the**  
5 **hearts of *db/db* mice with AAV9, these results were independently repeated 3 times with**  
6 **similar results. Source data are provided as a Source Data file.**

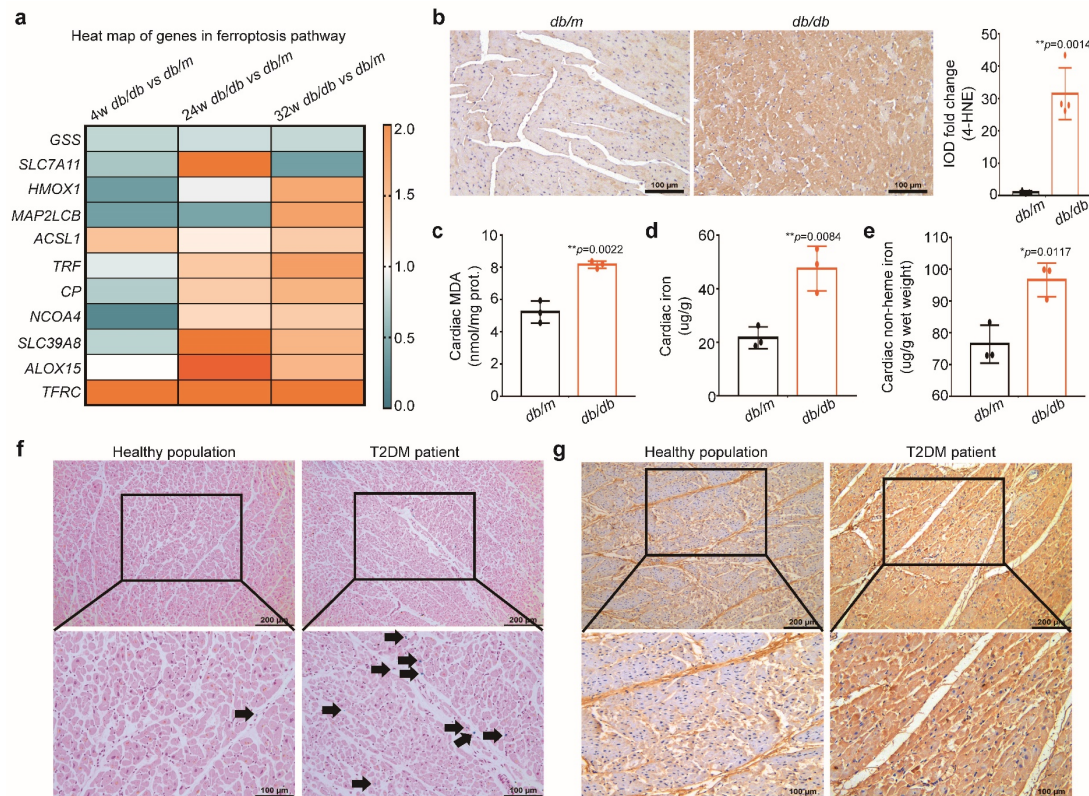

**Supplementary Figure 6. Ferroptosis in the hearts of mice and patients with T2DM (n means biologically independent samples).** a. Heat map of genes in ferroptosis pathway. b. Cardiac 4-Hydroxynonenal (4-HNE) staining, \* vs *db/m*. c. Cardiac Malondialdehyde (MDA) levels, \* vs *db/m*. d. Cardiac iron levels, \* vs *db/m*. e. Cardiac non-heme iron levels, \* vs *db/m*. f. Cardiac Perl's Prussian blue staining of T2DM patients, these results were independently repeated 3 times with similar results. g. Cardiac 4-HNE staining of T2DM patients, these results were independently repeated 3 times with similar results. (Black arrow: representative positive areas of Perl's Prussian blue staining) Data are expressed as means  $\pm$  SD. Two-tailed unpaired t-test was used for the analysis of statistical significance. Source data are provided as a Source Data file.

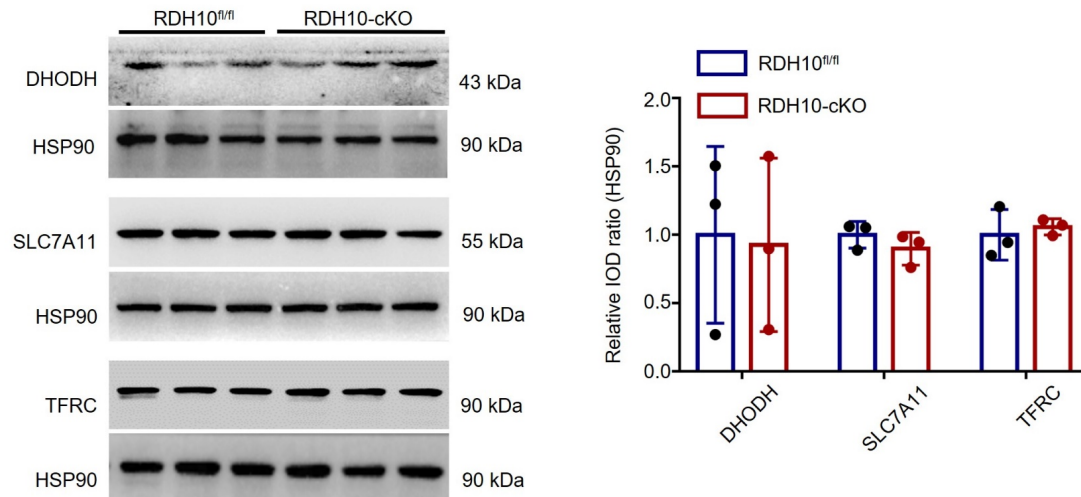

1 **Supplementary Figure 7. Levels of other ferroptosis-related proteins in the heart**  
2 **of RDH10-cKO mice (n means biologically independent samples). Data are**  
3 **expressed as means  $\pm$  SD. Two-tailed unpaired t-test was used for the analysis of**  
4 **statistical significance. Source data are provided as a Source Data file.**

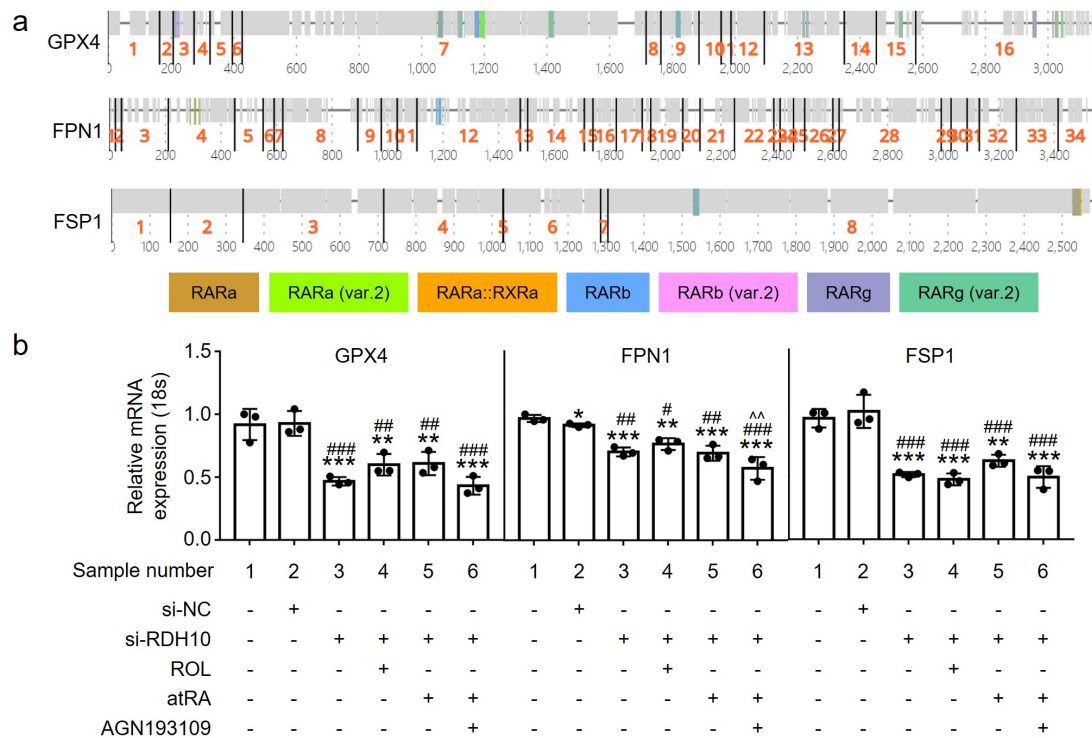

**Supplementary Figure 8. Transcriptional regulation of GPX4, FPN1, and FSP1 by RARs (n means independent experiments).** a. Binding site prediction of retinoic acid receptors (RARs) on promoters of GPX4, FPN1, and FSP1 (predicted by ConTra v3<sup>1</sup>). b. mRNA levels of GPX4, FPN1 and FSP1 in NMPC, \*\* $p=0.0029$  (GPX4, 4), 0.0036 (GPX4, 6), 0.004 (FPN1, 4) and 0.0017 (FSP1, 5), \*\*\* $p=0.0002$  (GPX4, 3), 0.0001 (GPX4, 6), 0.0005 (FPN1, 3), 0.0003 (FPN1, 5), 0.000008 (FPN1, 6), 0.0001 (FSP1, 3), 0.0001 (FSP1, 4) and 0.0001 (FSP1, 6), vs 1; # $p=0.0361$  (FPN1, 4), ### $p=0.0037$  (GPX4, 4), 0.0046 (GPX4, 5), 0.0032 (FPN1, 3), 0.0022 (FPN1, 5), ### $p=0.0002$  (GPX4, 3), 0.0001 (GPX4, 6), 0.00004 (FPN1, 6), 0.00004 (FSP1, 3), 0.00002 (FSP1, 4), 0.0004 (FSP1, 5), 0.00003 (FSP1, 6), vs 2; ^ $p=0.0068$  (FPN1, 6), vs 4. Data are expressed as means  $\pm$  SD. One-way ANOVA with Tukey post hoc test was used for the analysis of statistical significance. Source data are provided as a Source Data file.

**Supplementary Table 1. The information of antibodies.**

| <b>Antibodies</b>                | <b>Manufacture and item NO.</b> | <b>Application (dilution rate)</b>     |
|----------------------------------|---------------------------------|----------------------------------------|
| RARa                             | CST (62294T)                    | WB (1:1000)                            |
| RARb                             | Abcam (ab53161)                 | WB (1:1000)                            |
| RARg                             | CST (8965T)                     | WB (1:1000)                            |
| RARa                             | Proteintech (10331-1-AP)        | IHC (1:100)                            |
| RARb                             | Abcam (ab124701)                | IHC (1:100)                            |
| RARg                             | Abcam (ab187159)                | IHC (1:100)                            |
| HSP90                            | Proteintech (60318-1-Ig)        | WB (1:1000)                            |
| RDH10                            | Proteintech (14644-1-AP)        | WB (1:1000), IF (1:30),<br>IHC (1:100) |
| CD36                             | Sigma (HPA002018)               | WB (1:1000)                            |
| 4-HNE                            | Abcam (ab46545)                 | IHC (1:200)                            |
| GPX4                             | Proteintech (14432-1-AP)        | WB (1:500)                             |
| FPN1                             | Novus (NBP1-21502)              | WB (1:1000)                            |
| SLC7A11                          | Proteintech (26864-1-AP)        | WB (1:1000)                            |
| FSP1                             | Proteintech (20886-1-AP)        | WB (1:1000)                            |
| DHODH                            | Proteintech (14877-1-AP)        | WB (1:1000)                            |
| TFRC                             | Abcam (ab214039)                | WB (1:1000)                            |
| cTNT                             | Invitrogen (MA512960)           | IF (1:500)                             |
| Anti-Rabbit IgG(H+L)             | Proteintech (SA00001-2)         | WB (1:2500)                            |
| Anti-Mouse IgG(H+L)              | Proteintech (SA00001-1)         | WB (1:2500)                            |
| Anti-Mouse IgG (H+L) 488         | Invitrogen (A-21202)            | IF 1:2000                              |
| Anti-Rabbit IgG (H+L) 594        | Invitrogen (A-21207)            | IF 1:2000                              |
| HRP-labeled Anti-Rabbit IgG(H+L) | Beyotime (A0208)                | IHC (1:100)                            |
| HRP-labeled Anti-Mouse IgG(H+L)  | Beyotime (A0216)                | IHC (1:100)                            |

| Gene | Forward primer            | Reverse primer           |
|------|---------------------------|--------------------------|
| GPX4 | ATAAGAACGGCTGCGTGGTGAAG   | TAGAGATAGCACGGCAGGTCCTTC |
| FPN1 | TTGGTGACTGGGTGGATAAGAATGC | CGCAGAGGATGACGGACACATTC  |
| FSP1 | GACCCTTCCCTGGCAAGTTTAACG  | CCTCCCACCACCACGATGAATTG  |
| 18S  | CTCAACACGGGAAACCTCAC      | CGCTCCACCAACTAAGAACG     |

1 **Supplementary Table 3. Human sample donors' information.**

|                                               | Healthy      | T2DM            | P value |
|-----------------------------------------------|--------------|-----------------|---------|
| Sex (Male/Female)                             | 9/2          | 9/2             |         |
| Age (Years)                                   | 39.54±14.25  | 40.45±15.31     | 0.887   |
| Visceral fat thickness (cm)                   | 1.33±0.62    | 2.97±1.15       | 0.001   |
| Heart weight (g)                              | 328.18±67.20 | 385.45±71.33    | 0.067   |
| Blood glucose control<br>(Hypoglycemic drugs) | 0/11         | 5/11            |         |
| Heart function (Normal)                       | 11/11        | 1/11(4/11 N.A.) |         |

2 N.A.: No Answer.

## 1    **Supplementary References**

- 2    Kreft L, Soete A, Hulpiau P, Botzki A, Saeys Y, De Bleser P. ConTra v3: a tool to
- 3    identify transcription factor binding sites across species, update 2017. *Nucleic acids*
- 4    *research* **45**, W490-w494 (2017).

# Supplementary material for: Retinol dehydrogenase 10 reduction mediated retinol metabolism disorder promotes diabetic cardiomyopathy in male mice
**Source:** Nat Commun. 2023 Mar 2;14:1181. doi: 10.1038/s41467-023-36837-x
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Electrophoretic techniques were performed in a PowerPac/Mini (BIO-RAD, California, USA), and exposure of immunoblotting was performed in a BIO-RAD imaging system (BIO-RAD, California, USA). Q-PCR was performed on the ABI Q6 Flex Real-Time PCR machine (Applied Biosystems, Foster City, CA, USA). FFAs uptake was measured by a small animal living fluorescence imaging system (IVIS Spectrum, PerkinElmer, USA). Immunohistochemistry of tissues was examined and photographed with a microscope (DFC700T, Leica, Germany). Immunofluorescence images were obtained using a confocal microscopy (LSM 800, Zeiss), Transmission electron microscopy (TEM) was examined and photographed with a transmission electron microscope (Tecnai G2 Spirit Twin +GATAN 832.10W; FEI; Czech Republic), a Sciex Triple Quad TM 4500MD MS (Sciex, M.A., U.S.A), a Phenomenex Kinetex C18 (50\*2.1mm, 2.6μm, Phenomenex, CA, USA), a Phenomenex Kinetex C18 (100\*2.1mm, 1.7μm, Phenomenex, CA, USA) and a Spherisorb S3W column (4.6 mm × 100 mm; Waters). For RNA-seq, RNA and the library preparation integrity were inspected with Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA), cluster and first dimension sequencing primer hybridization were accomplished on the cBot of the Illumina sequencing machine, sequencing performed at SHBIO Corporation. Echocardiography of mice were performed by a Vevo 3100 Imaging System (VisualSonics, Canada).

#### Data analysis

Quantifications of immunoblotting, immunofluorescence staining, and immunohistochemistry staining were analyzed by Image J (version 1.45) (National Institutes of Health, Bethesda, MD, USA) and Image-Pro Plus version 6.0 software (Media Cybernetics, Inc., Rockville, MD, USA). Statistical analysis was performed with the GraphPad Prism 7 (Inc., La Jolla, CA) and R-4.2.2. LC-MS data were acquired and analyzed with Analyst® MD version 1.6.3 and Multi Quant TM MD version 3.0.2 (Sciex, M.A., U.S.A). The KOBAS (<http://kobas.cbi.pku.edu.cn/>) was used for KEGG pathway and GO terms analysis. The Biorender.com was used for produce Fig 9. The ConTra v3 (<http://bioit2.irc.ugent.be/contra/v3/#/step/1>) was used for RARs binding sites prediction in supplementary figure 8. Adobe Illustrator software (California, USA) was used for figures layout.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data contained the raw data underlying the following types of display items: Each value corresponding to each statistical chart and uncropped versions of any gels or blots, labelled with the relevant panel and identifying information. The affymetrix raw files generated in this study have been deposited in the GEO database under accession code GSE202418 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202418>). Source data are provided with this paper. The KOBAS (<http://kobas.cbi.pku.edu.cn/>) was used for KEGG pathway and GO terms analysis. The Biorender.com was used for produce Fig 9. The ConTra v3 (<http://bioit2.irc.ugent.be/contra/v3/#/step/1>) was used for RARs binding sites prediction in supplementary figure 8.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

In this study, we used human heart samples from 18 age-matched male (biological attribute) and 4 age-matched female (biological attribute), and our findings apply to all sex. We did not analyze the data we collected for sex differences because human heart samples are very difficult to collect and we could not obtain enough female samples.

### Population characteristics

We compare patient with an age difference of up to 5 years with healthy individual as a group.

### Recruitment

We use human heart samples collected from the National Center for Medico-legal Expertise of Sun Yat-sen University instead of recruiting any alive population in this study. We were unable to obtain information on whether each donor had taken vitamins, their medication history, etc.

### Ethics oversight

The use of human heart samples was approved by the ethics committee of Zhongshan School of Medicine, Sun Yat-sen University with the protocol number (2019-B027) and all data and sample collection were in strict accordance with ethics guidelines of Zhongshan School of Medicine, Sun Yat-sen University. Informed consent was obtained from the legal representatives of the victims. The principles outlined in the Declaration of Helsinki were followed.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

we based on pre-test to select sample sizes, which leading to determine statistically significant effects.

### Data exclusions

No data were excluded.

### Replication

Most experiments were replicated at least two times. All replications confirmed the findings.

### Randomization

All mice enrolled in our study were of the same week of age and of similar body weight, and then randomly assigned to specific treatment groups.

### Blinding

immunofluorescence staining and immunohistochemistry staining and quantification was double-blinded in collect images and quantification using ImageJ software or Image-Pro Plus version 6.0 software. Other data analysis was performed in a simultaneous and unbiased manner for all collected samples, where no blinding was necessary.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

RARa (E6Z6K) Cell signaling technology (62294T) Western blotting 1:1000  
 RARb Abcam (ab53161) Western blotting 1:1000  
 RARy1 (D3A4) Cell signaling technology (8965T) Western blotting 1:1000  
 RARa Proteintech (10331-1-AP) IHC 1:100  
 RARb Abcam [EPR2017] (ab124701) IHC 1:100  
 RARg Abcam [EPR2020(N)] (ab187159) IHC 1:100  
 HSP90 Proteintech (60318-1-Ig) Western blotting 1:1000  
 RDH10 Proteintech (14644-1-AP) Western blotting 1:1000, IF 1:30, IHC 1:100  
 CD36 Sigma (HPA002018) Western blotting 1:1000  
 4-HNE Abcam (ab46545) IHC 1:200  
 GPX4 Proteintech (14432-1-AP) Western blotting 1:500  
 FPN1 (Ferroportin/SLC40A1 Antibody) Novus (NBP1-21502) Western blotting 1:1000  
 SLC7A11/xCT Proteintech (26864-1-AP) Western blotting 1:1000  
 AIFM2/ FSP1 Proteintech (20886-1-AP) Western blotting 1:1000  
 DHODH Proteintech (14877-1-AP) Western blotting 1:1000  
 TFRC Abcam (Transferrin Receptor antibody [EPR20584]) Western blotting 1:1000  
 cTNT (Cardiac Troponin T) Invitrogen (MA512960) IF 1:500  
 HRP-conjugated Affinipure Goat Anti-Rabbit IgG(H+L) Proteintech (SA00001-2) Western blotting 1:2500  
 HRP-conjugated Affinipure Goat Anti-Mouse IgG(H+L) Proteintech (SA00001-1) Western blotting 1:2500  
 Donkey anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488 Invitrogen (A-21202) IF 1:2000  
 Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 594 Invitrogen (A-21207) IF 1:2000  
 HRP-labeled Goat Anti-Rabbit IgG(H+L) Beyotime (A0208) IHC 1:100  
 HRP-labeled Goat Anti-Mouse IgG(H+L) Beyotime (A0216) IHC 1:100

### Validation

Antibody validation information can be found on the following website:  
 RARa (E6Z6K) Cell signaling technology (62294T): [https://www.cellsignal.com/products/primary-antibodies/rara-e6z6k-rabbit-mab/62294?site-search-type=Products&N=4294956287&Ntt=62294t&fromPage=plp&\\_requestid=2919279](https://www.cellsignal.com/products/primary-antibodies/rara-e6z6k-rabbit-mab/62294?site-search-type=Products&N=4294956287&Ntt=62294t&fromPage=plp&_requestid=2919279)  
 RARb Abcam (ab53161): <https://www.abcam.cn/retinoic-acid-receptor-beta-antibody-ab53161.html>  
 RARy1 (D3A4) Cell signaling technology (8965T): [https://www.cellsignal.com/products/primary-antibodies/rarg1-d3a4-xp-rabbit-mab/8965?site-search-type=Products&N=4294956287&Ntt=8965t&fromPage=plp&\\_requestid=2919637](https://www.cellsignal.com/products/primary-antibodies/rarg1-d3a4-xp-rabbit-mab/8965?site-search-type=Products&N=4294956287&Ntt=8965t&fromPage=plp&_requestid=2919637)  
 RARa Proteintech (10331-1-AP): <https://www.ptglab.com/products/RARA-Antibody-10331-1-AP.htm>  
 RARb Abcam [EPR2017] (ab124701): <https://www.abcam.cn/retinoic-acid-receptor-beta-antibody-epr2017-ab124701.html>  
 RARg Abcam [EPR2020(N)] (ab187159): <https://www.abcam.cn/retinoic-acid-receptor-gamma-antibody-epr2020n-n-terminal-ab187159.html>  
 HSP90 Proteintech (60318-1-Ig): <https://www.ptglab.com/products/HSP90-Antibody-60318-1-Ig.htm>  
 RDH10 Proteintech (14644-1-AP): <https://www.ptglab.com/products/RDH10-Antibody-14644-1-AP.htm>  
 CD36 Sigma (HPA002018): <https://www.sigmaaldrich.com/HK/zh/product/sigma/hpa002018>  
 4-HNE Abcam (ab46545): <https://www.ncbi.nlm.nih.gov/pmc/articles/PMC4512214/>  
 GPX4 Proteintech (14432-1-AP): <https://www.ptglab.com/products/GPX4-Antibody-14432-1-AP.htm>  
 FPN1 (Ferroportin/SLC40A1 Antibody) Novus (NBP1-21502): [https://www.novusbio.com/products/ferroportin-slc40a1-antibody\\_nbp1-21502](https://www.novusbio.com/products/ferroportin-slc40a1-antibody_nbp1-21502)  
 SLC7A11/xCT Proteintech (26864-1-AP): <https://www.ptglab.com/products/xCT-Antibody-26864-1-AP.htm>  
 AIFM2/ FSP1 Proteintech (20886-1-AP): <https://www.ptglab.com/products/AIFM2-Antibody-20886-1-AP.htm>  
 DHODH Proteintech (14877-1-AP): <https://www.ptglab.com/products/DHODH-Antibody-14877-1-AP.htm>  
 TFRC Abcam (Transferrin Receptor antibody [EPR20584]): <https://www.abcam.com/transferrin-receptor-antibody-epr20584-ab214039.html>  
 cTNT Invitrogen (Cardiac Troponin T Monoclonal Antibody [13-11]): <https://www.thermofisher.com/antibody/product/Cardiac-Troponin-T-Antibody-clone-13-11-Monoclonal/MA5-12960>

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Db/mmice (C57BLKS/J background), db/db mice (C57BLKS/J background), and MYH6-iCre mice (C57BL/6 background) were purchased from GemPharmatech (Nanjing, Jiangsu, China). RDH10fl/fl mice (C57BL/6 background) were generously provided by Prof. Jianxing Ma (Health Sciences Center, University of Oklahoma). RDH10-cKO mice were generated by cross breeding of RDH10fl/fl mice and MYH6-iCre mice. All enrolled mice were male and aged 6-8 weeks. Mice maintained at the Center for Disease Model Animals of Sun Yat-sen University. Mice were housed on a 12 h light-dark cycle at 22–25 °C with 40–70% humidity and allowed free access to food and water except as noted. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Reporting on sex        | In general, the reason for using male mice in animal experiments is to avoid interference with the female estrous cycle, but for our study, estrogen in female mice has an impact on studying diabetes. Therefore, only male mice were used in our animal studies.                                                                                                                                                                                                                                                                                                                                                                                                              |
| Field-collected samples | The study did not involve field-collected animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Ethics oversight        | All animal experiments were approved by the Animal Care and Ethics Committee of Zhongshan School of Medicine, Sun Yat-sen University, and followed the National Institutes of Health Guidelines on the Care and Use of Animals (the protocol number is SYSU-IACUC-2019-B027).                                                                                                                                                                                                                                                                                                                                                                                                   |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

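The measurements came from 8 RNA-seq libraries of mouse hearts, 1 for each genotype (db/db and db/m) at 4, 12, 24 and 32 weeks of age. The authors sequenced strand-specific libraries after rRNA was depleted and deposited the count of reads on each of 34745 genes, as whole numbers and without normalization. Beside each count the authors deposited an FPKM value. Across 12714 genes, the ratio of count to FPKM differed between libraries by the same factors as the library totals, so FPKM was scaled to the total count of a library and by nothing else. The aligner, the counting tool and the genome build are not named in the paper's text. Positions, gene identifiers and the KEGG and GO annotation were taken from the deposited table, and positions were compared with GENCODE vM21 on GRCm38. Every column of values in the table belongs to 1 of the 8 libraries.

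Library totals ran from 14445436 to 22214678 counts in db/m (median 20433125) and from 19246305 to 26676268 in db/db (median 23871485.5). A gene was called undetected at or under 3 counts, and a fold against such a library was computed against 3 counts and is given as a lower bound. Standard errors of single pairs come from counting alone and hold no variation between libraries.

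The authors' counts were analysed in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. TMM factors were computed over the 8 libraries. The 2 libraries of 1 age were compared by the steps of edgeR's exact test with the dispersion set to 0, on genes with at least 10 counts over the pair, with Benjamini-Hochberg adjustment. DEGs had a q-value under 0.001 and a fold change of at least 1.5 either way, as in Fig. 1a. Pseudo-counts that the quantile adjustment of the test put under 0 were set to 0. The genotype effect over all 4 ages, and its linear change with age, were fitted by edgeR's quasi-likelihood test with each age as a block, on 15237 genes that passed filterByExpr, at an adjusted p under 0.05. The block joins the 2 libraries of equal age, and no link between single animals is given.

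Enrichment among the DEGs shared by 4, 24 and 32 weeks was tested by one-sided Fisher's exact tests over terms with 5 to 500 genes, and mmu01100, with the annotated genes that had at least 10 counts in each of the 3 pairs as background. The paper used KOBAS, which was not used here. Gene lists were described by the percentile of their median log2 fold change among 10000 random lists matched on size and on mean expression in 20 bins. Marker genes of other tissues and states were lists written down before their values were seen, and second lists for liver, atrium and skeletal muscle were written after the first had been examined. Stretches of 31 bases were compared between transcripts of GENCODE vM21. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 and the R package mgcv 1.9.3 were used.

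Genes are named by a rule. They are every gene the paper names for its RNA-seq or measures as protein, check genes of genotype and sex, the 5 shared DEGs with the largest rise and the 5 with the largest fall among those with 1 direction and at least 50 counts in 1 library of each pair, ranked by the smallest change of the 3 ages, and the 5 genes higher and the 5 lower at 4 of 4 ages with the smallest p in the fit over ages. Cases outside this rule are marked as chosen after their values were seen.

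The alternatives were total counts only, DESeq2 size factors, the ratio of the authors' FPKM values, no filter beyond 1 count, an FPKM of at least 1, assumed biological coefficients of variation of 0.1, 0.2 and 0.4, fold change alone and a prior count of 5. The FPKM ratio replaced only the fold change, and its test kept the TMM factors. For the fits over ages they were the Wald test of DESeq2, DESeq2 size factors, another filter, no age block, age as rank, the 3 ages of the paper and leaving out each age in turn. For enrichment they were other backgrounds and other lists of DEGs. An exact binomial test on the counts, the tests of GO terms within metabolic pathways on both backgrounds and other scalings for the PPARα targets were added after the data were seen.

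Each test was run on simulated counts with known changes. With no variation between libraries, the comparison of 2 libraries called 0 of 16681 unchanged genes and found 85.1% of 67 genes changed 2-fold and 31.3% of 67 genes changed 1.5-fold. At coefficients of variation of 0.1, 0.2 and 0.4 between libraries it called 110 of 16676, 1924 of 16664 and 5919 of 16611 unchanged genes. At a coefficient of 0.2 the fit over 4 ages called 6 of 15260 unchanged genes. It found 91% of 67 genes changed 2-fold and 20.9% of 67 genes changed 1.5-fold. For the change with age the shares were 26.9% and 1.5%. Planted pathways and planted GO terms were recovered in 20 of 20 lists each, and lists of genes with a planted shift of 0.5 fell outside the central 95% of random lists in 20 of 20 runs. Protein measurements, histology, cell culture and human tissue in the paper have no values in the deposited table and were not analysed here.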

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

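The tests of the second lists of liver, atrial and skeletal muscle genes, of Cp against liver genes, and of genes that share sequence with Ncoa4 and Map1lc3b, in either direction, were chosen only after the results were seen. The other tests of this part, all main settings and all alternatives were set before the data were examined. Exceptions were the exact binomial test, the GO terms within metabolic pathways on both backgrounds and the scalings of the PPARα targets.

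The libraries of 12 weeks, which the paper's text does not report on, gave 1001 DEGs between db/db and db/m, 535 higher and 466 lower in db/db. Drawn down to 20732753 counts each, the libraries gave 951. Without the 20 genes with the most counts and the mitochondrial genes, 26 genes with 35.1% of the counts in db/m and 33.9% in db/db, they gave 984. After a smooth fit on GC content and gene length was subtracted, 973 remained by an exact binomial test that had given 996 before it, and 925 genes were called both times. Library size, a few abundant genes, GC content and length therefore each left the number within the 1.5-fold set for a change. However, 11 of 12 pairs of libraries of equal genotype and different age gave as many DEGs or more. These pairs also hold differences of age, and no 2 libraries share both genotype and age. The comparison therefore cannot tell whether the number exceeds that between any 2 libraries of equal age. RNA from another tissue is a further candidate explanation for part of the DEGs at 12 weeks. The liver marker genes had a median log2 fold change of 4.17 at that age (1.67 with a prior count of 5, since their counts in db/m were few). At an assumed coefficient of variation of 0.4 between libraries, 5 DEGs were left at 12 weeks.

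In groups of 4 libraries of 1 genotype, 29 measures gave 58 groups, and 4 had a library far from the other 3, where about 2.9 would by chance. The ages differ within these groups, so a library that stands apart may also do so by its age. The median log2 CPM of the atrial marker genes was 4.80 in the db/m library of 32 weeks, against -0.52 in the nearest of the other db/m libraries. An unequal share of atrial tissue may give such values. The atrial marker genes moved together by up to 5.15 on the log2 scale between libraries of equal age (4.10 with a prior count of 5), but this describes the same genes that drew attention and is no separate test of the explanation. A second list of atrial genes had 0.70, 0.37, 0.38 and -0.34 at 4, 12, 24 and 32 weeks, at percentiles 99.90, 99.72, 97.21 and 4.10. These have the signs of the first list at 4, 24 and 32 weeks, but not at 12 weeks, where the first list had -0.18. The limit set for this test, outside the central 95% of random lists at 4, 24 and 32 weeks, was met at 4 weeks but not at 24 and 32 weeks. In the db/m library of 32 weeks the median log2 CPM of the second list was 4.30, below the 4.59 and 4.76 of the db/m libraries of 12 and 24 weeks. By this median the library did not stand apart. The pooled CPM of the second list pointed the other way. In db/m it was highest at 32 weeks, at 213.9 against 176.9, 173.6 and 182.0 at 4, 12 and 24 weeks. In db/db it was lowest at 32 weeks, at 181.1 against 246.8, 238.8 and 225.4. The second list therefore missed its limit, but an unequal share of atrial tissue remains open. No biological explanation was tested.

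Skeletal muscle marker genes stood at 2.56 in the db/m library of 4 weeks, against -2.03 in the nearest of the other db/m libraries. RNA from skeletal muscle may be part of this library. In a second list, 7 of 12 genes were highest in it among the 8 libraries, fewer than the 3 in 4 set for that explanation. The median log2 CPM of the second list was nevertheless 2.14 in this library, against -0.28 or less in the other 7 libraries, so RNA from skeletal muscle remains open. Trf stood at 5.07 in the db/m library of 32 weeks, against 4.93 in the nearest, a small gap, and no explanation was tested for it. Ncoa4 stood at 3.89 in the db/m library of 4 weeks, against 1.97 in the nearest. Of the 31-base stretches of Ncoa4, 18.66% also occur in Gm6768, under the 50% set for near-identical genes, but 96.7% of those of Gm6768 occur in Ncoa4. The counts of both together gave a log2 fold change of -0.36 at 4 weeks, against -2.26 for Ncoa4 alone. However, Gm6768 had more counts than Ncoa4 at 4 weeks, 341 and 534 against 243 and 67 in db/m and db/db. The sum would therefore be much weaker than the value of Ncoa4 alone even without a split of reads. Gm6768 was also chosen after its counts were seen. The sum thus cannot decide between a split of reads and a change of Ncoa4.

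In the fit over 4 ages, the change of the genotype effect with age passed the threshold for 2 ferroptosis genes over the list of the paper, and for neither over all genes. The effect on Hmox1 rose by 0.62 per 10 weeks (adjusted p = 0.267 over all genes and 0.0135 over the list of the paper, edgeR quasi-likelihood test), with log2 fold changes of -1.26 at 4 weeks and 0.63 at 32 weeks. That on Cp rose by 0.35 per 10 weeks (adjusted p = 0.328 and 0.0320). Across the alternatives of this fit, Hmox1 ran from 0.62 to 0.67 per 10 weeks and was 0.61 per step of age rank, with adjusted p from 0.0470 to 0.427, and the adjusted p of Cp ran from 0.182 to 0.620. Liver RNA holds Cp transcripts, but the CPM that Cp gained in db/db were at least 1.98 times those gained by all 23 liver genes of both lists together, at 24 and 32 weeks. Liver RNA at the level of these genes is therefore not an explanation for the whole rise of Cp. For Hmox1 no technical explanation was tested, and the rise remains a hypothesis for a change with age.

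Cyp26b1 had log2 fold changes of -1.41 at 4 weeks and 2.04 at 32 weeks. Its change with age was 0.94 per 10 weeks (adjusted p = 0.411 over all genes and 0.0994 over the list of the paper, edgeR quasi-likelihood test) and did not pass the threshold. Map1lc3b had 1.14 at 12 weeks and -1.21 at 24 weeks. Its linear change with age was 0.28 per 10 weeks (adjusted p = 0.825 and 0.598), and the difference between 12 and 24 weeks itself was not tested. No other gene holds more than 4.19% of the 31-base stretches of Map1lc3b, and among 1027 genes of the deposited table with at least 10 counts that share a stretch with it, at most 7.77% of a gene's stretches lie in Map1lc3b. Reads shared with, or split between, Map1lc3b and these genes are therefore not a candidate explanation, while genes absent from the table were not examined in the second way. The differences between ages of the marker genes rest on 1 pair of libraries per age and were not tested. The atrial marker genes had medians of 5.15 at 4 weeks and -3.71 at 32 weeks, the adipose marker genes 1.94 at 4 weeks and -3.10 at 32 weeks, the skeletal muscle marker genes -4.34 at 4 weeks and 1.01 at 12 weeks, and the immediate early genes 1.79 at 12 weeks and -1.35 at 32 weeks. Which tissue was taken, and how soon after death, may differ between libraries, and apart from the lists of liver, atrial and skeletal muscle genes neither was tested.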

How the results depend on the processing

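The alternatives were set with the main settings, except the exact binomial test, the second GO background and the scalings of the PPARα targets, which were chosen only after the results were seen. The comparisons of libraries of equal genotype, the search for libraries that stand apart, the second lists of tissue genes and the pathway tests at single ages were run in the main setting only. No paired analysis was possible because each genotype and age has 1 library and the labels carry no replicate numbers, so age served as the block.

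The number of DEGs at each age stayed within 1.5-fold of the main number with total counts only, DESeq2 size factors, the FPKM ratio, no filter beyond 1 count, an FPKM of at least 1, a prior count of 5 and the exact binomial test (2092, 996, 2529 and 2184 DEGs at 4, 12, 24 and 32 weeks). The split into higher and lower genes did not stay. At 4 weeks it was 1051 higher and 1030 lower (50.5% higher), and 503 higher and 1735 lower with total counts only (22.5%). With the FPKM ratio, whose test kept the TMM factors, it was 588 higher and 1349 lower (30.4%). At 32 weeks the share of higher genes was 51.2%, 69.3% with total counts only and 63.5% with the FPKM ratio, and at 12 weeks it was 53.4% and 39.1% with total counts only. These shares follow the shift of the median of all genes by the scaling, from 0.02 to -0.18 at 4 weeks and from -0.01 to 0.14 at 32 weeks.

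Most of the DEGs rest on the assumption that libraries do not vary beyond counting. With an assumed coefficient of variation of 0.1, there were 741 DEGs at 4 weeks (292 higher, 449 lower), 317 at 12 weeks (188, 129), 1120 at 24 weeks (657, 463), 930 at 32 weeks (489, 441) and 58 shared by 4, 24 and 32 weeks. With 0.2, there were 240 (58, 182), 46 (31, 15), 320 (231, 89), 185 (98, 87) and 11 shared. With 0.4, there were 39 (7, 32), 5 (3, 2), 37 (29, 8), 11 (4, 7) and 0 shared. With fold change alone, there were 4406 (2041, 2365), 3047 (1449, 1598), 4925 (2400, 2525), 4563 (2486, 2077) and 996 shared. Of the 260 shared DEGs, 87 changed the same way at all 3 ages. The variation between libraries could not be measured within an age, and the common coefficient of variation in the fit over ages was 0.233.

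For the genotype effect over 4 ages, edgeR's test gave 0 genes under each of its alternatives, with 1134 to 2086 genes at an unadjusted p under 0.05 and smallest adjusted p between 0.0592 and 0.562, against 1770 and 0.2002 in the main setting. The Wald test of DESeq2 gave 269 genes (157 higher, 112 lower). For the change with age, edgeR gave 0 genes, with 1100 to 2013 at an unadjusted p under 0.05, against 1792 in the main setting, and the Wald test of DESeq2 gave 123 genes. The cause of the gap between the edgeR and DESeq2 tests was not tested. All 8 assignments of the genotype labels within ages gave at least as many genes as the real one for the genotype effect, and all 8 for the change with age, since the real result was 0 (1 assignment gave 1 gene), so this count could not have come out the other way. At an unadjusted p under 0.05, the real assignment gave the largest number of the 8 in both tests, 1770 genes against at most 1258 for the genotype effect and 1792 against at most 1459 for the change with age, and 1 in 8 is the smallest share that 8 assignments can give.

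Enrichment gave 0 KEGG pathways and 2 GO terms in the main setting, fibronectin binding and innate immune response, 0 and 2 with all annotated genes as background, where the terms were fibronectin binding and activation of immune response, 2 and 22 with fold change alone, and 0 and 0 with the DEGs changed 1 way. In the last setting the ratio of observed to chance genes for the retinol metabolic process fell to 0. Within metabolic pathways, 0 GO terms became 2 with all annotated genes as background. That background favours metabolic terms, because the tested genes were taken from metabolic pathways. The cause of the other changes was not tested. With all annotated genes as background, a term that grew above the limit of 500 genes would have been left out without a test.

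The median of the retinol metabolism genes at 4 weeks was 0.08, and -0.11 with total counts only, where the median of all genes also fell, to -0.18. The ferroptosis genes at 4 weeks had a median of -0.26, outside the central 95% of random lists, and -0.21 with a prior count of 5, inside it, and the cause was not tested. At 24 and 32 weeks the retinol and ferroptosis medians kept their direction and their side of the limits under the 3 alternatives run for them.

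Of 1229 other values that were recomputed, 1161 were unchanged in direction and call, 29 became stronger (20 of them with the Wald test of DESeq2), 9 weaker (5 with total counts only and 4 with the FPKM ratio), 1 moved and 29 reversed. With total counts only and with the FPKM ratio, both of which carry the shift of all genes, the log2 fold change reversed to -0.16 for Trf, -0.18 for Rarg, -0.0618 and -0.0619 for Aifm2, -0.10 for Ddx3y and -0.0408 for Eif2s3y at 4 weeks, to -0.0134 for Gpx4 at 12 weeks, and to 0.0127 for Gpx4, 0.11 for Kdm5d and 0.0361 for Eif2s3y at 32 weeks. Over the 4 fits that each left out 1 age, the genotype effect ran from -0.60 to 0.0228 for Hmox1, from -0.59 to 0.24 for Map1lc3b, from -0.0353 to 0.24 for Cp, from -0.54 to 0.32 for Ncoa4, from -0.25 to 0.52 for Slc39a8, from -0.35 to 0.0535 for Rarg and from -0.0165 to 0.22 for Dhodh. The cause of the changes between the latter fits was not tested.

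Depth limited the genes with few counts. At 3 counts or fewer in both libraries of a pair, Alox15 at each age, Cyp3a11 at 4 weeks, Aldh1a7 at 12 and 24 weeks and Slc7a11 at 12 weeks gave no fold change among the genes of the heat maps, and Aldh1a7, Cyp1a1, Cyp3a11, Ugt1a6a, Ugt1a6b and Slc7a11 gave lower bounds at 1 age or more. Alternatives for normalized values, such as another pseudocount on FPKM, were not run because counts were available.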

Differences from the paper's values

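The tests named in this part were set before the data were examined, apart from the second GO background and the exact binomial test, which were chosen only after the results were seen.

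The paper reports 643 upregulated DEGs at 4 weeks, and 1051 were found here. With total counts only (503), with the ratio of the authors' FPKM (588) and with an FPKM of at least 1 in 1 library (947) the number was within 1.5-fold of the paper's. With DESeq2 size factors (989), no filter beyond 1 count (1034), a prior count of 5 (1032), fold change alone (2041) and assumed coefficients of variation of 0.1, 0.2 and 0.4 (292, 58 and 7) it was not. With total counts only, the number of downregulated DEGs at 4 weeks was 1735, against the paper's 1052, and not within 1.5-fold. With the FPKM ratio it was 1349, and with an FPKM of at least 1 it was 709. Both were within 1.5-fold, as were the totals of these settings, 1937 and 1656, against the paper's 1695. However, the FPKM ratio replaced only the fold change, while its test kept the TMM factors, so its numbers mix 2 scalings. FPKM itself was scaled by total counts alone, as in the setting of total counts only. The other 9 numbers of DEGs in the paper's text and the 6 regions of the Venn diagram that were compared were within 1.5-fold.

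The paper reports 14 KEGG pathways enriched among its 215 shared DEGs, and 0 of 285 passed the same thresholds here among 260, with 23 at an unadjusted p under 0.05. With all annotated genes as background there were 0, with fold change alone 2 and with DEGs changed 1 way 0, so none of the alternatives set before the data were examined closed the gap.

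Of 57 values of the 2 heat maps read by eye, 43 could be compared, and 2 differed by more than 1.5-fold. Values here were capped at 2, the top of the heat map scale, so a value at or above 2 in both could not differ. Cyp1a1 at 24 weeks, with a fold change of 12.6 before the cap, is such a case. Aldh1a2 at 32 weeks had a fold change of 0.418 here and about 0.7 in Fig. 1e, read by eye, and the alternatives gave from 0.421 to 0.464, so none of them closed the gap. Ugt1a6b at 4 weeks had a fold change of 0.080 here and about 0.3 in Fig. 1e, read by eye, and the alternatives gave from 0.068 to 0.169, so none of them closed the gap. The paper's text does not state what the colours show, so it is not known that they are plain fold changes.

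The paper lists Aldh1a7 among the DEGs of retinol metabolism. It was a DEG at no age here except with fold change alone, with which its fold change passed at 4 and 32 weeks. The paper states that most DEGs of metabolic pathways fell in 3 GO terms on vitamin A and retinoids. Of 15 such genes here, 3, 1 and 1 belonged to these terms, and the retinoic acid metabolic process passed the threshold (adjusted p = 5.3e-04, Fisher's exact test) only with all annotated genes as background, which was chosen after seeing the values. That background favours metabolic terms, because the 15 genes were taken from metabolic pathways. The paper describes Ugt1a6a as gradually upregulated. Its log2 fold change was 0.37 at 4 weeks, and its difference was at least 5.98-fold at 24 weeks and 3.34-fold at 32 weeks, with counting standard errors of 0.96 and 0.70 on the log2 scale at the latter ages. The paper describes Acsl1, Slc39a8 and Map1lc3b, if that is the gene meant, as gradually upregulated. At 4, 24 and 32 weeks, Acsl1 had log2 fold changes of 0.73, 0.17 and 0.29, and Map1lc3b had -1.19, -1.21 and 0.69. Slc39a8 had -0.23 at 4 weeks, and was 2.30-fold higher at 24 weeks and 1.43-fold higher at 32 weeks, with counting standard errors of 0.40 and 0.37 on the log2 scale at the latter ages. The paper describes Alox15 as gradually upregulated, and it had no more than 3 counts in any library. The paper describes Slc7a11 as gradually downregulated, and it had 7 and 7 counts in db/m and db/db at 4 weeks, 3 and 12 at 24 weeks, and 11 and 4 at 32 weeks.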

Other observations

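The tests of the second list of liver genes, of the directions of the shared DEGs and of Ugt1a6a together with Ugt1a7c were chosen only after the results were seen, while the other tests of this part were set in advance.

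Of the genes that the paper measures as protein, RNA of Rdh10 was higher in db/db at 4 of 4 ages, with log2 fold changes of 0.32, 0.39, 0.37 and 0.10 at 4, 12, 24 and 32 weeks. In the fit over ages it had 0.30 (standard error 0.14, adjusted p = 0.464, edgeR quasi-likelihood test). At 32 weeks the log2 fold changes were 0.17 for Rara, 0.23 for Rarb, 0.20 for Rarg, 0.48 for Cd36, -0.14 for Gpx4 (0.01 with total counts only), 0.19 for Aifm2, which encodes FSP1, -0.39 for Slc40a1, which encodes FPN1, and 0.06 for Dhodh. None of these 9 genes was a DEG at 32 weeks, and at 24 weeks Rarg (-1.02) and Slc40a1 (-0.70) were. The protein measurements of the paper came from other assays and are not in the deposited table.

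Lepr had 223, 89, 150 and 115 counts in db/m and 127, 61, 107 and 126 in db/db at 4, 12, 24 and 32 weeks, and counts per gene do not part its transcripts. Xist had between 3 and 12 counts and Ddx3y at least 944 in each library.

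Liver marker genes had median log2 fold changes of 4.17, 3.44 and 3.73 at 12, 24 and 32 weeks, and too few counts at 4 weeks. Because many of these genes had 3 counts or fewer in db/m, these medians depend on the prior count, and with a prior count of 5 they were 1.67, 1.51 and 1.99. Alb, chosen after its values were seen, had 2, 1, 0 and 18 counts in db/m and 7, 417, 382 and 382 in db/db at 4, 12, 24 and 32 weeks. RNA from liver is a candidate explanation for the rise of Cyp3a11, Ugt1a6a and Ugt1a6b at 24 and 32 weeks, since the smaller of the liver medians at these ages, 3.44, or 1.51 with a prior count of 5, was more than the 0.58 set in advance. Cyp1a1 was part of the same test, but liver RNA alone does not account for it: at 12 weeks, where the liver genes had their largest median in the main setting, Cyp1a1 was lower in db/db, with 21 and 9 counts, and at 4 weeks it had 0 and 44. In a second list of 16 genes, the pooled CPM values were 3.63, 5.86 and 1.73 times higher in db/db at 12, 24 and 32 weeks. The value of 32 weeks, 1.73, was under the 2-fold set for this test, although 14 of the 16 genes were higher. At 4 weeks, which was not part of this test, the ratio was 1.815, with 8 genes higher and 4 lower. The cells that made these transcripts cannot be told from these libraries, and expression of the genes in the heart itself was not tested. Reads counted for several genes of the Ugt1a cluster at once would move the other genes along with Ugt1a6a and Ugt1a6b. Of 4 comparisons of other genes of the cluster at 24 and 32 weeks, 2 were higher in db/db. A split of reads between genes would move them in opposite directions, which this comparison does not address. The counts of Ugt1a6a and Ugt1a7c together had a log2 fold change of 1.197 at 24 weeks and 0.27 at 32 weeks, against 1.74 at 32 weeks for Ugt1a6a alone. At 32 weeks Ugt1a7c had more counts, 27 and 23 against 5 and 18, so the sum would be weaker even without a split of reads. The sum therefore cannot decide whether the rise of Ugt1a6a at 32 weeks comes from such a split. The counts of Ugt1a6b and 6 other genes of the cluster together had -1.06, -0.72, 1.16 and 1.81 at 4, 12, 24 and 32 weeks, and at 32 weeks 62 of the counts in db/db came from Ugt1a10, which had 0 counts in the other libraries.

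Of the 173 shared DEGs that changed in both directions, 57 had 1 direction at 4 and 24 weeks and the other at 32 weeks, as the atrial marker genes did. These are 32.95%, close to the equal share of the 3 possible patterns, so this comparison speaks neither for nor against an unequal share of atrial tissue. A further 95 had 1 direction at 24 and 32 weeks and the other at 4 weeks, and 21 had 1 direction at 4 and 32 weeks and the other at 24 weeks. DEGs called at both 4 and 32 weeks had the same direction in 40.8% of 529 genes, and those called at both 24 and 32 weeks in 74.9% of 796.

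Genes of the circadian clock differed between libraries of equal age. The median log2 fold change of Arntl, Npas2 and Clock minus that of 8 genes of the opposite arm was 0.40, 0.35, -1.46 and -2.31 at 4, 12, 24 and 32 weeks. Hearts taken at another time of day are a candidate explanation, since a difference of at least 1 either way was set in advance as the limit for it and -2.31 exceeds that. A change of the clock by diabetes would give the same values and was not tested.

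Targets of PPARα were examined for a higher use of fatty acids in the db/db heart. Their median log2 fold change was 0.32, 0.34, -0.15 and 0.79 at 4, 12, 24 and 32 weeks, and at 24 weeks it stood at percentile 3.71, so the rise at every age that the hypothesis needs was not found.

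Innate immune response, with 24 shared DEGs where 7.06 would fall by chance, and fibronectin binding, with 7 where 0.43 would, were the 2 GO terms that passed among the shared DEGs in the main setting (both adjusted p = 6.3e-04, Fisher's exact test). With all annotated genes as background, fibronectin binding passed. Innate immune response was not among the 2 terms that did, but with the limit of 500 genes per term it may not have been tested there. Among shared DEGs with 1 direction, the largest rises were those of Sfrp5, Gm12100, Lcn2, Cpne5 and Ankrd63 and the largest falls those of Aplnr, Myl1, Sez6l2, Tdrkh and Hist1h4m, ranked by the smallest change over 4, 24 and 32 weeks. Of these, in the fit over ages, Sfrp5 had a log2 fold change of 2.56 (standard error 0.27), higher at 4 of 4 ages, and Aplnr of -2.60 (standard error 0.54), lower at 4 of 4 ages, with adjusted p = 0.2002 and 0.255 from edgeR's quasi-likelihood test. The genes with the smallest p in that fit were, beside Sfrp5, Ciapin1, Scube1, Gsta4 and Entpd5, higher by 0.79, 1.62, 0.73 and 0.77, and Ifi203, Tcf4, Fam101b, Phlda1 and Sez6l2, which had -0.99, -0.68, -0.75, -1.16 and -1.46, each in 1 direction at 4 of 4 ages and each with adjusted p = 0.2002 over all genes in edgeR's test.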
